# Cell-type specific profiling of histone post-translational modifications in the adult mouse striatum

**DOI:** 10.1038/s41467-022-35384-1

**Published:** 2022-12-13

**Authors:** Marco D. Carpenter, Delaney K. Fischer, Shuo Zhang, Allison M. Bond, Kyle S. Czarnecki, Morgan T. Woolf, Hongjun Song, Elizabeth A. Heller

**Keywords:** Neuroscience, Epigenetics in the nervous system, Epigenetics

## Abstract

Epigenetic gene regulation in the heterogeneous brain remains challenging to decipher with current strategies. Bulk tissue analysis from pooled subjects reflects the average of cell-type specific changes across cell-types and individuals, which obscures causal relationships between epigenetic modifications, regulation of gene expression, and complex pathology. To address these limitations, we optimized a hybrid protocol, ICuRuS, for the isolation of nuclei tagged in specific cell-types and histone post translational modification profiling from the striatum of a single mouse. We combined affinity-based isolation of the medium spiny neuron subtypes, Adenosine 2a Receptor or Dopamine Receptor D1, with cleavage of histone-DNA complexes using an antibody-targeted micrococcal nuclease to release DNA complexes for paired end sequencing. Unlike fluorescence activated cell sorting paired with chromatin immunoprecipitation, ICuRuS allowed for robust epigenetic profiling at cell-type specific resolution. Our analysis provides a framework to understand combinatorial relationships between neuronal-subtype-specific epigenetic modifications and gene expression.

## Abstract (web summary)

Bulk or pooled epigenomic profiling in the heterogenous brain obscures cell-type-specificity and individual subject variability in gene regulation. Here the authors optimized a hybrid protocol, ICuRuS, to profile epigenetic features in neuronal subtypes from a single mouse.

## Introduction

The epigenome determines cellular identity and serves as the interface between genes and environment to determine individual susceptibility to disease. The brain transcriptome and epigenome are cell-type specific, underscoring the diversity and specialization of intermingled neuronal and glial subtypes^1^. A specific cell-type may contain intrinsic disease-causing factors or be one of many individual cell-types underlying a complex pathology^2^. For example, in Parkinson’s disease, degeneration specifically of dopaminergic neurons perturbs additional cell-types, including medium spiny neurons (MSNs)^3^. Genes implicated in schizophrenia are expressed specifically in MSNs, rather than interneurons, astrocytes, or glia^4^. With respect to reward pathophysiology, a robust literature implicates A2a- and D1-MSN specific connectivity^5^, gene expression^6^ and chromatin accessibility^7^. In addition to cell-type specificity, transcriptomic profiling underscores individual subject variation in pathogenic gene expression associated with several brain disorders^8^. While methods are emerging to profile cell-type specific features of the epigenome^1,9,10^, few examine individual subject variability^9^ and none report MSN-specific hPTM profiling from a single animal.

Chromatin immunoprecipitation sequencing (ChIP-seq) has been widely used to profile hPTMs in specific neuronal populations but this method requires large numbers of nuclei and is prone to high background^11,12^. We developed ICuRuS by combining methods for isolation of nuclei tagged in specific cell-types^10^ (INTACT) and hPTM profiling by cleavage under targets & release using nuclease^12,13^ (CnR), followed by next generation sequencing. These methods were highly amenable to a combined approach, since INTACT culminates in bead-immobilized nuclei, which are the initial substrate in CnR^12,13^. This approach addressed the following limitations of ChIP-seq for low-input epigenetic profiling of a single cell-type from a single brain region of a single subject: (1) The reliability and detection sensitivity of subtle, physiologically-relevant changes is limited^11^. This necessitates pooling across subjects, which hinders downstream correlations between hPTMs and individual subject behavior and/or pathology^1^. (2) Cellular integrity is impacted by the nuclear isolation technique^14^. For example, fluorescence-activated cell sorting (FACS) leads to ectopic upregulation of activity-dependent genes^14–16^, cellular stress, artifactual DNA shearing, and increased background^17^. To compensate for high background, data is normalized to input chromatin, requiring greater sequencing costs. In addition, FACS is limited by efficiencies and availabilities of cell-type specific nuclear antibodies. (3) Formaldehyde fixation masks protein epitopes and stabilizes highly transient chromatin binding, leading to false positive IP^18^. Native ChIP does not require cross-linking and is an efficient method of hPTM profiling but transcription factor profiling is limited by insufficient binding efficiencies^13^ and the required sequencing depth for native ChIP is 10x that required for CnR. ICuRuS overcomes these obstacles and allows for low-cost sequencing with limited starting material.

Regulation of hPTMs enrichment permits transcription factor binding necessary for cell-type specific gene expression. Permissive and repressive hPTMs, H3K4me3 (histone H3 lysine 4 tri-methylation) and H3K27me3, define a “poised” chromatin state that has traditionally been referred to as developmentally poised as opposed to poised for neural activity-dependent stimulation^19^. In this context, loss of H3K4me3/H3K27me3 co-enrichment to H3K4me3 enrichment alone is positively associated with gene induction during neuronal differentiation^20^. However, similar mechanisms may be at play in postmitotic neurons, for stable, long-term changes in gene expression^21^. Here, we characterized cell-type specific hPTM profiles in striatal MSNs. First, we isolated A2a and D1 nuclei from striatum of sufficient number, specificity, and quality for epigenomic profiling. To model and predict cell-type-specific gene expression patterns, we profiled both permissive and repressive hPTMs, H3K4me3 and H3K27me3, respectively, which mark expressed genes in MSNs. We showed A2a and D1 nuclei differ in their relative enrichment of H3K4me3 and H3K27me3 at cell-type specific genes but are largely similar in genome-wide enrichment. MSN-subtype specific gene expression was defined by MSN-subtype specific enrichment of H3K4me3 or H3K27me3 or both. We highlighted our findings on *Egr3*, a gene relevant to substance use disorder and activated specifically in D1 nuclei in response to cocaine exposure^22^. We report here that the *Egr3* promoter was enriched in H3K4me3 in both A2a and D1 MSNs but depleted in H3K27me3 specifically in D1 MSNs relative to the opposing cell-type. Overall, high-resolution epigenomic profiles generated by ICuRuS defined combinatorial relationships between neuronal-subtype-specific hPTMs and gene expression.

## Results

### INTACT purified A2a and D1 MSN nuclei from a single mouse brain

To generate a mouse line for INTACT affinity purification of striatal A2a and D1 nuclei, we crossed the established SUN1-sfGFP-Myc mouse line^10^, expressing a GFP-affinity-tagged SUN1 nuclear receptor under the control of a loxP-3xPolyA-loxP transcriptional stop cassette, to either A2a- or D1-Cre mouse lines. A2a-Cre; or D1-Cre; SUN1-GFP mice were healthy, fertile and displayed no phenotypic abnormalities (Supplementary Fig. 1A). Double immunohistochemistry of GFP and A2a or GFP and D1 showed expression of nuclear SUN1-GFP in the target cell-type (Fig. 1A, B). Using INTACT^10^, we isolated A2a or D1 nuclei from the striatum of a single mouse with an anti-GFP antibody (Fig. 1C, D). Fluorescence microscopy showed a sufficient number of nuclei (8000 -10,000) were recovered for downstream hPTM profiling by CnR (Fig. 1E)^13,23–25^ and mRNA quantification by qPCR of high quality mRNA (Supplementary Fig. 1B). To validate the specificity of the isolated nuclei, we measured mRNA of cell-type specific genes, *A2a* and *Drd1*, in the affinity purified and ‘flow-through’ fractions after INTACT of each cell-type (Fig. 1F, G). Following A2a INTACT, *A2a* mRNA was enriched and *Drd1* mRNA was depleted in the A2a affinity purified fraction relative to the flow-through (Fig. 1F). Following D1 INTACT, *Drd1* mRNA was enriched and *A2a* mRNA was depleted in the D1 affinity purified fraction relative to the flow-through (Fig. 1G). These data showed that INTACT successfully isolated A2a and D1 nuclei from a single mouse striatum.

**Fig. 1:**
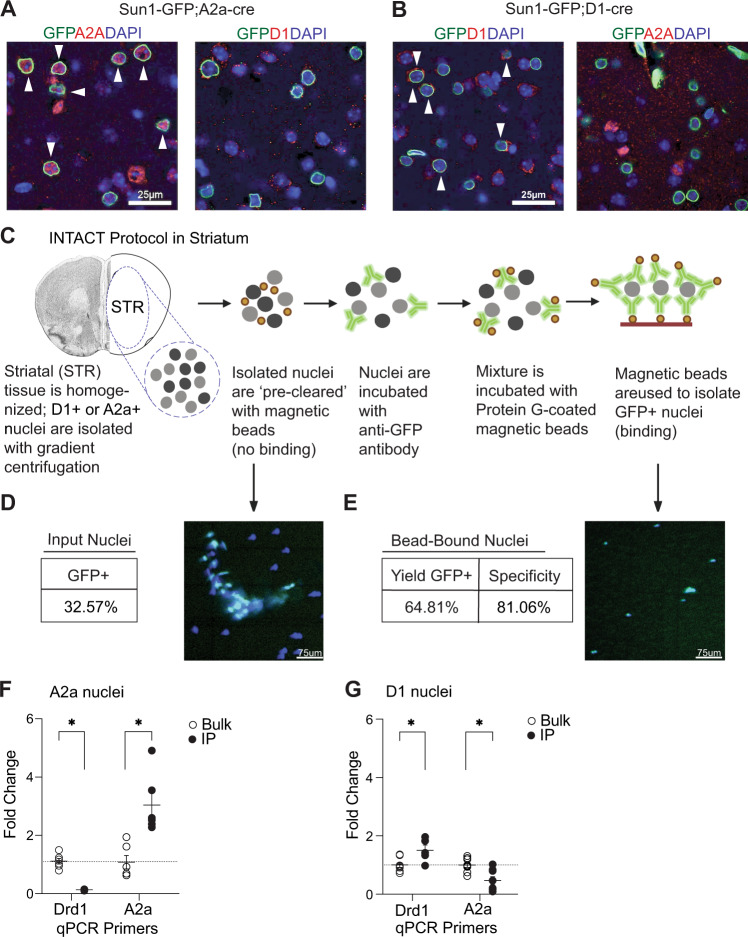
SUN1-GFP facilitates isolation of D1 or A2a neurons in the striatum. **A** Immunohistochemistry displaying DAPI/GFP/A2a (left) and D1 (right) from the striatum of SUN1-GFP;A2a-CRE + animals. *n* = 3/group. Arrows indicate co-localization of all three markers. **B** Immunohistochemistry displaying DAPI/GFP/Drd1 (left) and A2a (right) from the striatum of SUN1-GFP; D1-CRE + animals. *n* = 3/group. Arrows indicate co-localization of all three markers. These experiments were replicated 3 times with similar results. **C** INTACT schematic created at Biorender.com. **D** Total (%) of Cre + cells in striatum. Image depicts total nuclei isolation (*n* = 2/cell type and antibody) **E** Yield (%) and specificity (%) of GFP + nuclei. Image depicts GFP + nuclei isolation. *n* = 2/cell type and antibody. **F** mRNA validation for INTACT Sun1-GFP; A2a-Cre + vs bulk (Cre- nuclei); *n*  =  5, unpaired two-tailed t test, A2a Nuclei, Drd1: (t (10) = 9.871, *p* < 0.001); A2a: (t (10) = 4.129, *p* = 0.006.), normalized to GAPDH. Data are presented as mean values + /- SEM *P  <  0.05. **G** mRNA validation for INTACT Sun1-GFP; D1-Cre + vs bulk (Cre- nuclei); *n*  =  5, unpaired two-tailed t test, D1 Nuclei, D1: (t (10) = 2.920, *p* = 0.0278); A2a: (t (10) = 3.421, *p* = 0.012), normalized to GAPDH. Data are presented as mean values + /- SEM. *P  <  0.05. Source data are provided as a Source Data file.

### Epigenomic profiling using CnR in N2a Cells

We first validated H3K4me3 and H3K27me3 CnR in N2a cells^26,27^ (Supplementary Fig. 2A-J) finding that H3K4me3 and H3K27me3 profiles aligned with published N2a ChIP-seq data^26,27^ (Supplementary Fig. 2B). For H3K4me3 and H3K27me3, the genomic read distribution across replicates was highly similar, based on Pearson’s correlation coefficient (PCC; H3K4me3 PCC: 0.99, H3K27me3 PCC: 0.94; Supplementary Fig. 2C, D), and correlated with corresponding ChIP-seq data for each modification (H3K4me3 PCC: 0.78, H3K27me3 PCC: 0.63; Supplementary Fig. 2C, D), but not with IgG control (PCC < 0.1; Supplementary Fig. 2C, D). Moreover, H3K4me3 and H3K27me3 CnR reads were enriched around peaks called from corresponding N2a ChIP-seq data^26,27^ (Supplementary Fig. 2E, F), indicating that CnR recapitulated features of ChIP-seq. Quantification of the fraction of reads in peaks (FRiP) revealed that H3K4me3 CnR in N2a cells produced high quality data with negligible signal to noise, similar to published ChIP-seq FRiP in this cell line (Supplementary Fig. 2G). H3K27me3 CnR FRiP also showed high signal to noise which was slightly enhanced compared to published ChIP-seq FRiP^26,27^ (Supplementary Fig. 2I). There was a 63% and 35% overlap in H3K4me3 and H3K27me3 peaks, respectively, between N2a CnR and previously published ChIP-seq data^26,27^ (Supplementary Fig. 2H, J). Thus, CnR successfully profiled H3K4me3 and H3K27me3 modifications in N2a cells.

### Validation of epigenomic profiling of MSNs using published ChIP-Seq

We next optimized ICuRuS by combining INTACT and CnR, to profile hPTMs in specific MSN subtypes of the mouse striatum. CnR is easily applied to neuronal nuclei following INTACT, as sfGFP-SUN1 + nuclei were immobilized during INTACT on paramagnetic beads^13^. Bead-bound nuclei were then incubated with antibodies against H3K4me3 and H3K27me3 and subjected to antibody-guided nucleosomal MNase cleavage (see Supplementary Fig. 2A), followed by next-generation sequencing (NGS) and validation by comparison to published ChIP-seq datasets. 

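H3K4me3 and H3K27me3 CnR libraries were made from sfGFP-positive striatal nuclei of Sun1-sfGFP;A2a-cre and Sun1-sfGFP;Drd1-cre mice, with 2 replicates per cell type and antibody. The authors mapped the reads to mm10 (GRCm38) and kept deduplicated pairs with a mapping quality of at least 20 and an insert size of 150 to 500 bp. H3K4me3 peaks (Abcam antibody) were called by the authors with MACS2 at a q-value threshold of 0.01 on the 2 pooled replicates, and each deposited peak carries a fold enrichment and a −log10 q-value. H3K27me3 islands (Active Motif antibody) were called by the authors with SICER against a control, with windows of 200 bp, gaps of 600 bp and a false discovery rate threshold of 0.01. Each deposited island carries the number of reads counted in it, without normalization for depth. The 4 lists each pool both replicates, so no value in them has a replicate error and no difference between them was tested across mice. The paper's reporting summary gives about 3000000 to 20000000 reads per sample, and the total of each library is not part of the lists. Fold enrichments, q-values and read counts were therefore ranked within their own list, and where they are set side by side they are not normalized between A2a and D1. The H3K4me3 lists held 22551 peaks in A2a and 20080 in D1, and the H3K27me3 lists held 60191 islands in A2a and 45760 in D1. All 148477 peaks and islands on chromosomes 1 to 19, X and Y lay within the chromosome ends of GRCm38. Genes were taken from the GENCODE annotation of that build, which has 55450 genes, and the TSS of a gene was its annotated 5′ end.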

We found that A2a and D1 ICuRuS H3K4me3 and H3K27me3 profiles were similar to corresponding NAc H3K4me3 and H3K27me3 ChIP-seq profiles^28^ (Fig. 2A). To further validate striatal ICuRuS, we computed correlation matrices comparing A2a and D1 ICuRuS replicates to NAc ChIP-seq data using read coverages for the entire genome in 1-kb bins^28^. Within A2a and D1 cell-types, H3K4me3 ICuRuS replicates were highly similar (PCC: 0.99 for both A2a and D1; Fig. 2B). Between A2a and D1 cell-types, H3K4me3 replicates were more similar to each other (PCC: 0.97) than to bulk striatal ChIP-Seq (PCC: 0.53-0.73; Fig. 2B). Within A2a and D1 cell-types, H3K27me3 ICuRuS replicates were highly similar (A2a PCC: 0.89; D1 PCC: .76; Fig. 2C). Between A2a and D1 cell-types, H3K27me3 ICuRuS replicates were more similar to each other (PCC: 0.76 – 0.77) than to bulk striatal ChIP-Seq (PCC: 0.37-0.48; Fig. 2C). Next, we quantified H3K4me3 and H3K27me3 ICuRuS signal from each cell-type in peaks called from bulk NAc ChIP-seq^28^. We found that both A2a and D1 ICuRuS H3K4me3 and H3K27me3 reads were enriched at NAc ChIP-seq peak centers (Fig. 2D, E). In contrast, control ICuRuS using IgG or no antibody resulted in sparse enrichment around the peaks (Fig. 2D, E; Supplementary Fig. 2M-T). We next called ICuRuS peaks and found 78% and 42% of H3K4me3 and H3K27me3 peaks overlapped, respectively, between ICuRuS and previously published ChIP-seq data^28^ (Supplementary Fig. 3A, B; Supplementary File 1) and A2a and D1 ICuRuS H3K4me3 and H3K27me3 reads populated corresponding NAc ChIP-Seq peaks at comparable levels (Supplementary Fig. 3C, D).

**Fig. 2:**
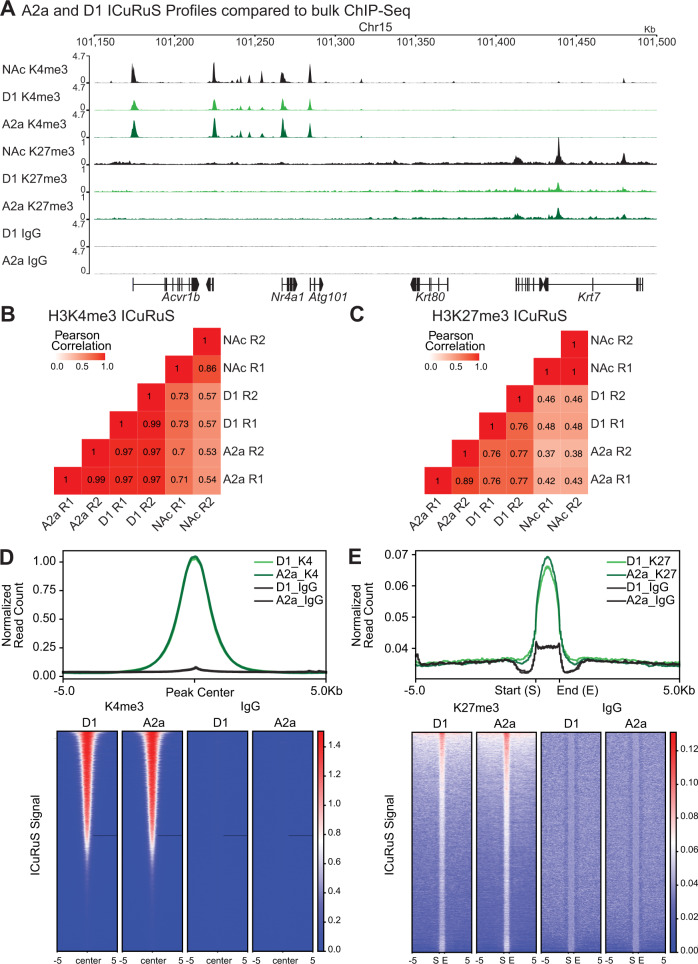
Validation of epigenomic profiling of MSNs using published ChIP-Seq data. **A** Representative genome browser views of different profiling methods and cell-types. Nucleus accumbens (NAc) bulk ChIP-seq data come from^28^. Signal is normalized to total mapped reads: Count Per Million (CPM). **B** H3K4me3 and **C**) H3K27me3 heatmap showing Pearson’s correlation coefficients among NAc ChIP-seq, D1 CnR, and A2a CnR. Two replicates are shown for each dataset. The correlation coefficients were calculated by dividing the genome into 1 kb bins and counting reads in each bin. **D** Enrichment of A2a and D1 CnR H3K4me3 or IgG signal centered on peaks called from NAc H3K4me3 ChIP-seq by MACS2. Top 20,000 peaks sorted by MACS2 score were used. Heatmap shows signal around individual peaks, and the averaged signal is shown above the heatmap. Two replicates of CnR data were merged. Signal is normalized by signal and variance across transcriptionally constant genes (quantile normalization). **E** Enrichment of A2a and D1 CnR H3K27me3 or IgG signal around peaks called from NAc H3K27me3 ChIP-seq by SICER. Peaks within 5 kb were merged to avoid double counting. Heatmap shows signal around individual peaks, and the averaged signal is shown above the heatmap. Two replicates of CnR data were merged. Signal is normalized by variance across transcriptionally constant genes (quantile normalization).

The accuracy and robustness of ICuRuS required considerable optimization. We found antibody selection to be the most important factor for successful ICuRuS (See Methods for antibody list). The same antibodies that produced robust data in ~10 K N2a cells did not produce comparable data in A2a and D1 isolated nuclei (Supplementary Fig. 2A). Specifically, H3K4me3 Antibody 3 (Ab3) or H3K27me3 Ab2 in N2a cells resulted in specific read enrichment around peaks called from N2a H3K4me3 ChIP-seq data^27^ (Supplementary Fig. 2B, E, F) but nonspecific enrichment in A2a or D1 isolated nuclei (Supplementary Fig. 2M-R). The ability of the antibodies to identify the molecular target is affected not just by the presence of the target but also by neighboring hPTMs^29^. We hypothesize the difference in input values between H3K4me3 and H3K27me3 antibodies is related to the nature of the hPTM itself. These data highlight differences between in vitro and in vivo CnR that can be addressed by rigorous antibody selection when analyzing additional hPTMs beyond H3K4me3 and H3K27me3 in mouse brain.

To demonstrate the advantage of ICuRuS, we compared H3K4me3 and H3K27me3 ICuRuS signal to native ChIP-Seq signal from bulk excitatory neurons isolated via INTACT^10^. We found improved H3K4me3 signal to noise quantified by FRiP (Supplementary Fig. 3C, E). H3K27me3 signal was more similar between the methods (Supplementary Fig. 3D, F). However, background was higher in H3K27me3 native ChIP-seq which increases the probability of false positives (Supplementary Fig. 3F). Thus, ICuRuS provided improved and reliable high quality epigenomic profiling data across different hPTMs.

### ICuRuS validated A2a and D1 cell-type specific expression patterns

To interrogate the relationships between cell-type specific hPTMs and mRNA expression, we integrated A2a and D1 H3K4me3 and H3K27me3 profiles with published mRNA profiles of D2- and D1-specific translatosomes (i.e. translating RNA profiling by Ribo-Tag)^6^. As expected, A2a and D1 showed cell-type specific enrichment of H3K4me3 or H3K27me3, in a window 2 kb upstream and 1 kb downstream of the TSS^30^, at *A2a* and *Drd1* and other cell-type specific marker genes^6^. Specifically, A2a nuclei were enriched with H3K4me3 and depleted of H3K27me3 at *A2a*, *Drd2*, and *Penk* relative to H3K4me3 and H3K27me3 enrichment in D1 nuclei, which correlates with cell-type specific expression of *A2a*, *Drd2*, and *Penk* mRNA (Fig. 3A-C). 

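At *A2a* (annotated as *Adora2a*, chromosome 10 from 75316877 to 75334784), the D1 list held an H3K27me3 island of 45.0 kb that spanned the whole window around the TSS, from 75314001 to 75359000, with 4153 reads. It ranked at percentile 99.9 of the D1 islands by reads. The A2a list held no H3K27me3 island there, and its nearest island lay 58.1 kb from the window. At *Drd2* (chromosome 9 from 49340627 to 49408177), the A2a list held a single island of 2.60 kb with 160 reads at the promoter and none in the rest of the gene. The D1 island at the *Drd2* promoter was 7.80 kb long with 559 reads. Further D1 islands of up to 19.8 kb lay within the gene, and an island of 36.6 kb ran past its 3′ end. At *Penk* (chromosome 4 from 4133531 to 4138819), the promoter islands were 3.40 kb long with 200 reads in A2a and 23.8 kb long with 1365 reads in D1. By reads, the *Drd2* and *Penk* promoter islands ranked at percentiles 31.5 and 46.8 in A2a, against 96.4 and 99.1 in D1. *Adora2a* is also the driver gene of the A2a-cre line.

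**Figure D1:**
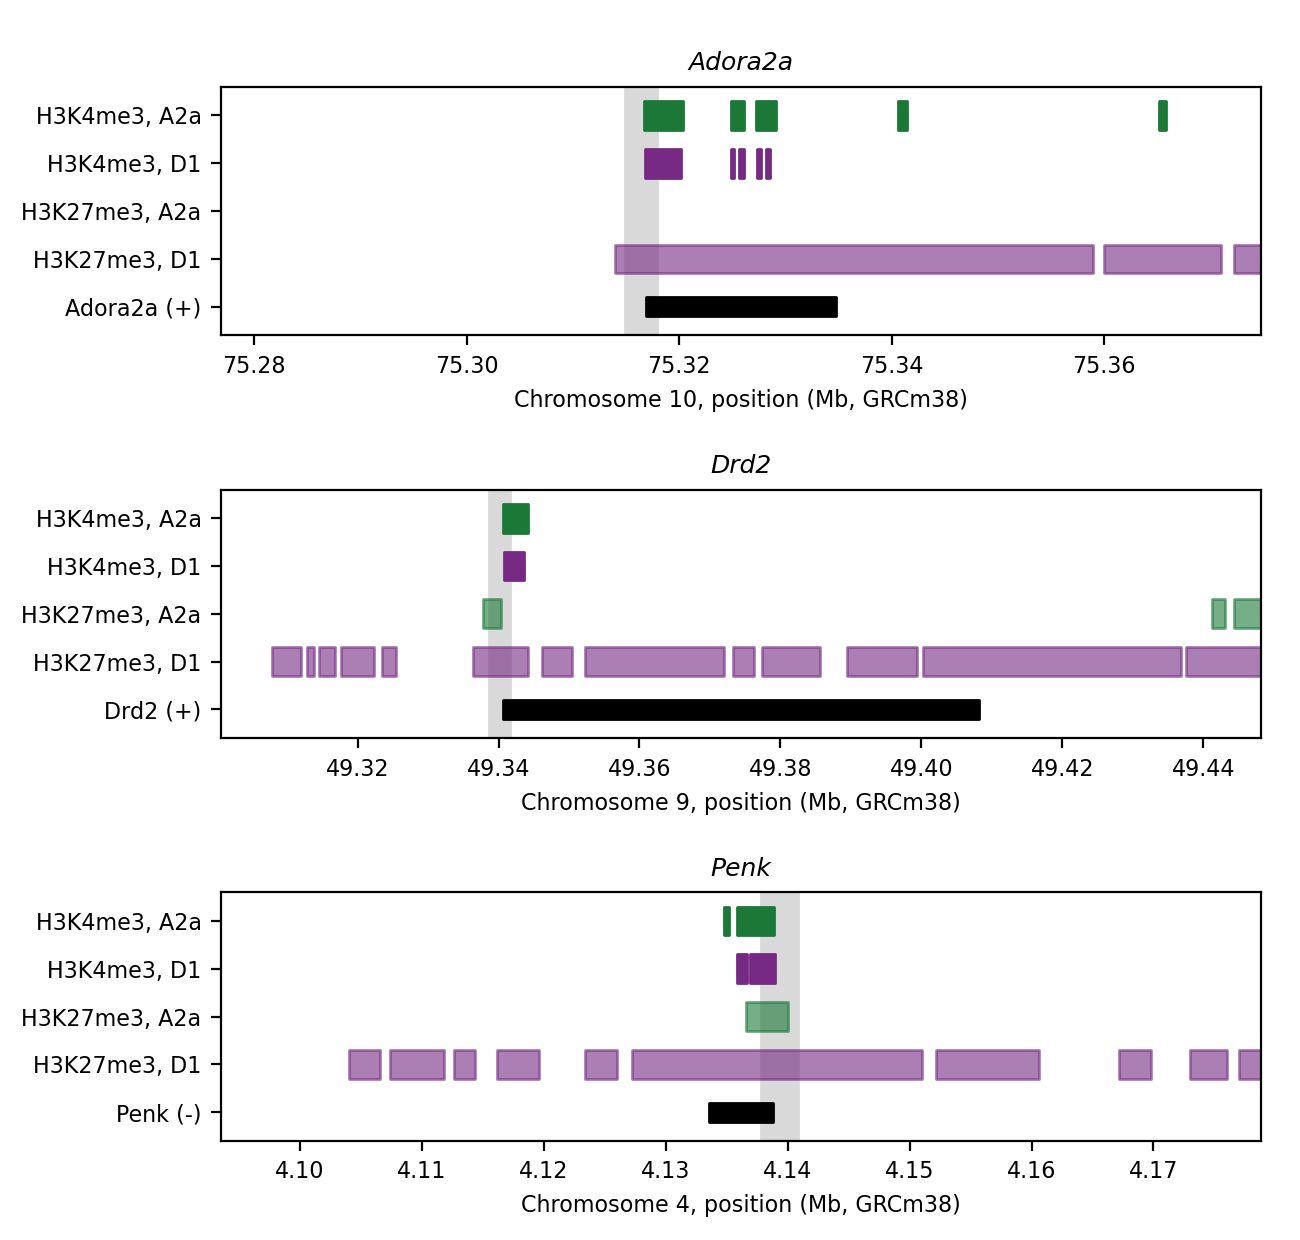
H3K4me3 peaks and H3K27me3 islands of the A2a (green) and D1 (purple) lists at *Adora2a*, *Drd2* and *Penk*, with 40 kb on each side of the gene (black bar) and the window around the TSS in grey. The horizontal axes give the position in Mb on GRCm38. The D1 islands of 45.0 kb at *Adora2a* and 23.8 kb at *Penk* span the window, where the A2a list has no island and an island of 3.40 kb, respectively.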

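The H3K27me3 lists were also compared at *Drd1*, *Pdyn* and *Tac1*. At *Drd1* (chromosome 13 from 54051183 to 54055705), the A2a list held an island of 16.8 kb with 1958 reads that spanned the window around the TSS. The D1 list held an island of 1.80 kb with 86 reads. At *Pdyn* (chromosome 2 from 129686565 to 129699844), the island was 39.6 kb long with 4641 reads in A2a and 1.00 kb long with 50 reads in D1. At *Tac1* (chromosome 6 from 7554879 to 7565834), the A2a island ran from 7505401 to 7566400, over 61.0 kb and the whole gene, with 9144 reads. The D1 island at *Tac1* covered 2.80 kb with 121 reads. The A2a islands at the 3 genes ranked between percentiles 98.3 and 99.93 of their list by reads. The D1 islands ranked at percentiles 35.4 for *Drd1*, 2.21 for *Pdyn* and 60.3 for *Tac1*. *Drd1* is the driver gene of the other Cre line.

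**Figure D2:**
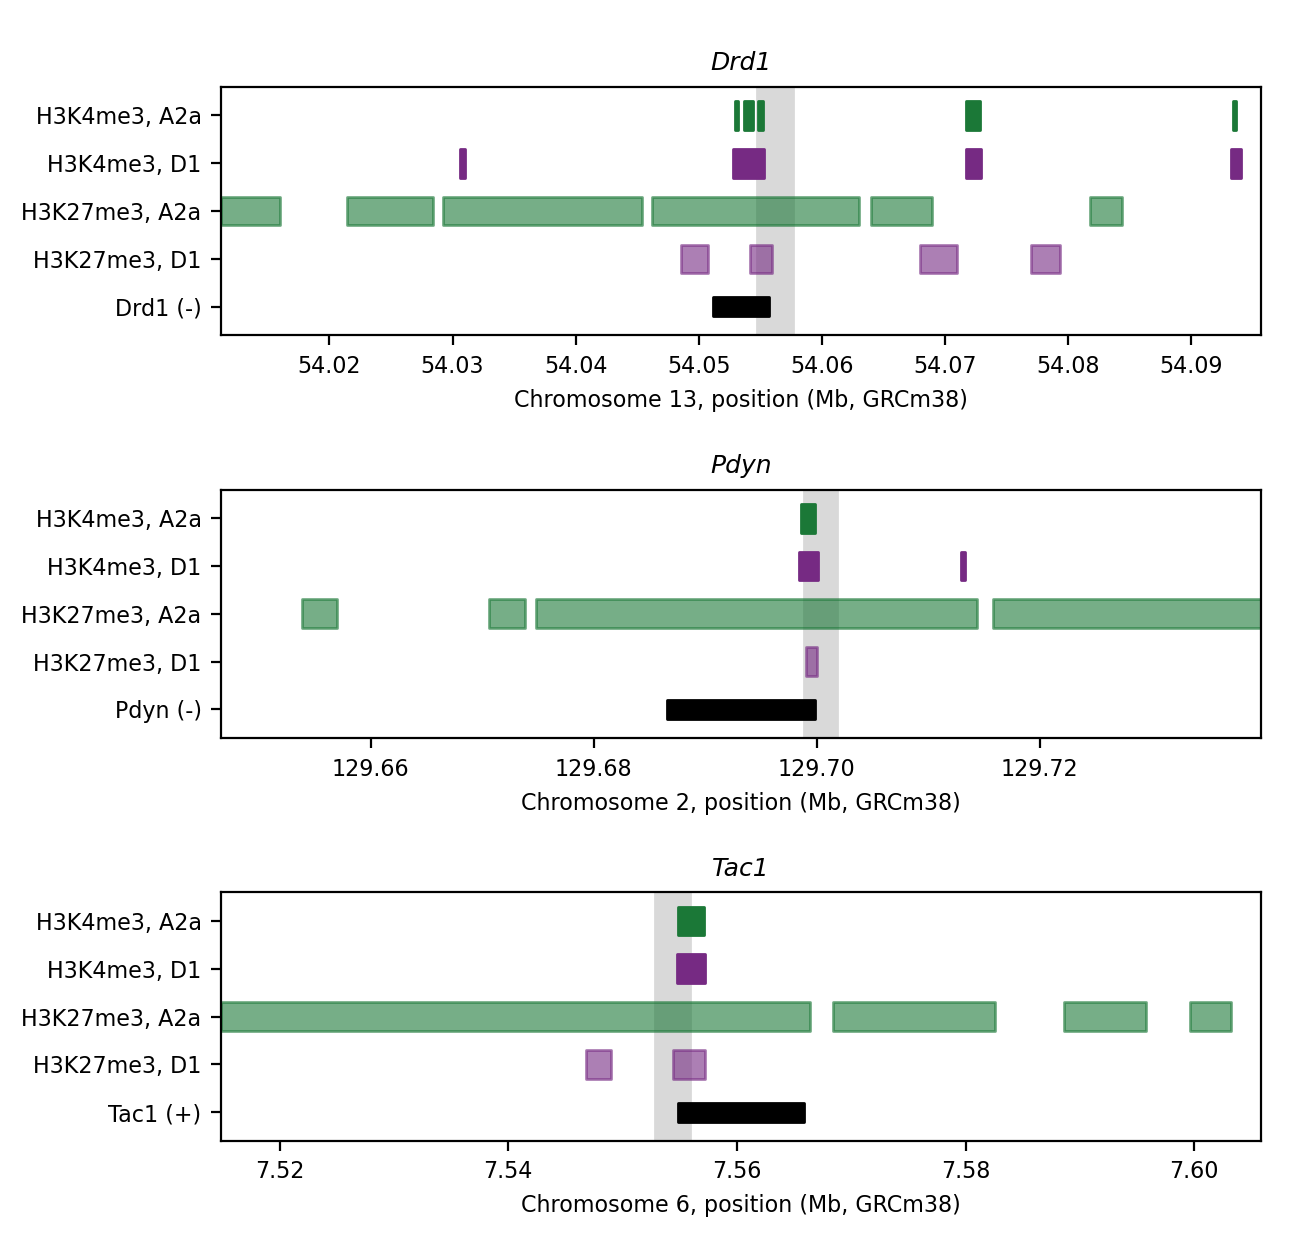
H3K4me3 peaks and H3K27me3 islands of the A2a (green) and D1 (purple) lists at *Drd1*, *Pdyn* and *Tac1*, drawn with 40 kb on each side of the gene (black bar) and the window around the TSS in grey. The horizontal axes give the position in Mb on GRCm38. The A2a islands of 16.8, 39.6 and 61.0 kb span the window, and the D1 islands of 1.80, 1.00 and 2.80 kb cover part of it.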

D1 nuclei were enriched with H3K4me3 and depleted of H3K27me3 at *Drd1*, *Pdyn*, and *Tac1* relative to H3K4me3 and H3K27me3 enrichment in A2a expressing nuclei, which correlates with cell-type specific expression of *Drd1*, *Pdyn*, and *Tac1* mRNA (Fig. 3D-F). Next, we called peaks at A2a and D1-specefic genes. Surprisingly, H3K4me3 peaks were called at both A2a- and D1-specific genes (Fig. 3G, H), which suggested the presence of H3K4me3 or H3K27me3 alone did not predict cell type specific gene expression. 

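Each of the marker genes *Adora2a*, *Drd2*, *Penk*, *Drd1*, *Pdyn* and *Tac1* had an H3K4me3 peak in the window around its TSS in both the A2a and the D1 list. Ranked by −log10 q within the list, the *Adora2a* peak lay at percentile 90.6 in A2a and 53.4 in D1. The *Drd2* peak lay at percentile 53.0 in A2a and 41.0 in D1, and the *Penk* peak at 48.7 and 43.3. The order was the opposite at the D1 genes. The *Drd1* peak lay at percentile 4.04 in A2a and 43.6 in D1, the *Pdyn* peak at 19.7 and 45.1, and the *Tac1* peak at 35.4 and 48.1. Further A2a peaks lay inside *Drd1* beyond the window, at percentiles 16.3 and 9.77. The D1 peak covered the same stretch unbroken, over 2.48 kb. Fold enrichment did not follow the order of the percentiles throughout. It was 3.79 in A2a and 3.74 in D1 at *Adora2a*, 2.57 and 3.27 at *Drd1*, and 5.08 and 5.96 at *Pdyn*. At *Drd2* (3.51 and 3.98), *Penk* (3.06 and 3.67) and *Tac1* (4.88 and 4.08) it went the other way from the percentiles. Since both cell types had H3K4me3 peaks at both sets of genes, the paper proposes that neither mark alone predicts cell type specific expression.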

To determine if H3K4me3 or H3K27me3 ICuRuS signal correlated with cell type specific gene expression in A2a and D1 nuclei, we quantified the association between cell-type specific gene expression and levels of H3K4me3 or H3K27me3 enrichment. To accomplish this, we segmented H3K4me3 and H3K27me3 signal across three gene expression groups in A2a and D1 nuclei: high, (Fragments Per Kilobase Million, FPKM > = 10), medium (1 < = FPKM < 10) and low gene expression (FPKM < 1)^6^. A2a H3K4me3 reads were enriched in the promoter of highly expressed A2a genes (Fig. 3I) and A2a H3K27me3 reads were enriched in lowly expressed genes (Fig. 3J). Similarly, D1 H3K4me3 reads were enriched in the promoter of highly expressed D1 genes (Fig. 3K) and D1 H3K27me3 reads were enriched in lowly expressed genes (Fig. 3L). These results were consistent with the known association of H3K4me3 with gene expression and H3K27me3 with gene repression^31^ and showed that H3K4me3 and H3K27me3 ICuRuS profiles corresponded with predicted hPTM enrichment based on cell-type specific gene expression. 

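The A2a H3K4me3 list covered 28.3 Mb (1.04% of chromosomes 1 to 19, X and Y) and the D1 list 24.3 Mb (0.891%). The H3K27me3 islands covered 301.0 Mb (11.0%) in A2a and 184.1 Mb (6.76%) in D1, a ratio of 1.63. The A2a islands held 22091634 reads in all and the D1 islands 7878685 reads, a ratio of 2.80. Over the length covered, this was a mean of 73.4 reads per kb in A2a and 42.8 reads per kb in D1. After merging of overlapping peaks (at least 1 bp), 18458 of 23511 H3K4me3 regions held peaks of both cell types, which was 78.5% (95% Wilson interval 77.98 to 79.03). For H3K27me3, 28726 of 67173 regions held islands of both, which was 42.8% (42.4 to 43.1). With as many of the strongest A2a peaks as the D1 list holds, the shared H3K4me3 regions came to 82.3%. As a share of the A2a islands, those that overlapped a D1 island were 52.3%. Overlap rose with strength, ranked by −log10 q for H3K4me3 and by reads for H3K27me3. Of the strongest 25% of A2a peaks, 99.96% overlapped a D1 peak, against 38.7% of the weakest 25%. For A2a islands these shares were 87.5% and 27.0%. Strength was not separated from length, and a longer island meets an overlap of 1 bp more easily. The median length of shared islands was 4600 bp in A2a, against 3000 bp for those of A2a alone. In D1 it was 3200 bp, against 2400 bp for those of D1 alone.

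**Figure D3:**
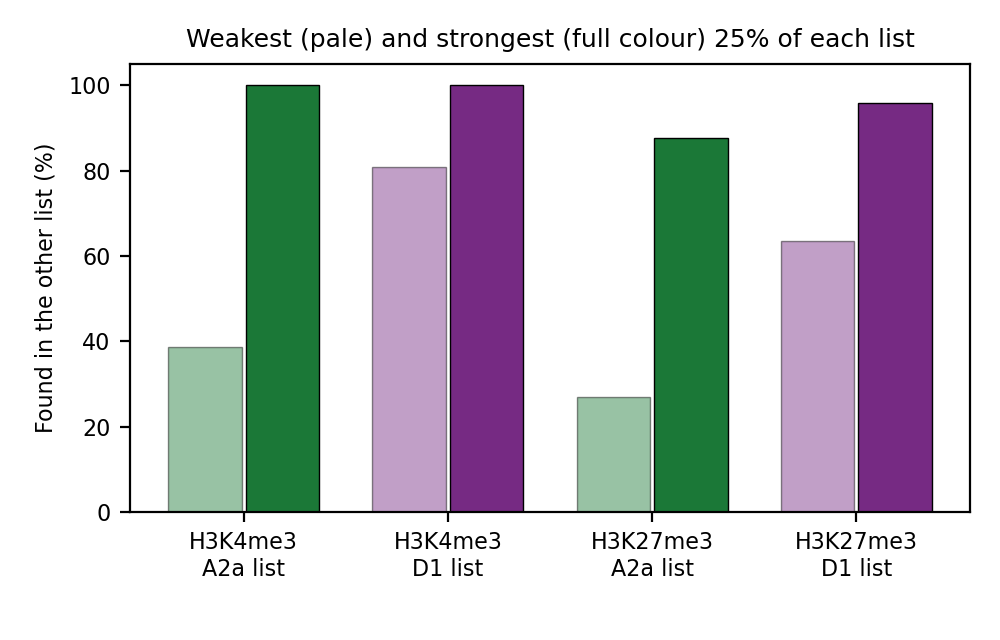
Percentage of the peaks or islands of each list that overlap a peak or island of the other cell type, for the weakest 25% (pale bars) and the strongest 25% (full colour) of the list. In the D1 lists the shares are 80.8% and 99.98% for H3K4me3, and 63.4% and 95.9% for H3K27me3.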

Using data normalized to counts per million, we observed that both global H3K4me3 (Supplementary Fig. 3A, C, D; t_(19999)_ = −131.01, p < 2.2e-16) and global H3K27me3 (Supplementary Figure 3B, E, F; t_(40405)_ = −86.189, p < 2.2e-16) signal in peaks were greater in A2a than D1, although, the majority of H3K4me3 and H3K27me3 peaks were observed in both A2a and D1 nuclei (Supplementary Fig. 3A, B). We hypothesize these differences reflect variability in the number of cells isolated^32^, age of mice (6-12 weeks), efficiency of immunoprecipitation^29^, differences in DNA amplification or batch effects^33^; rather than biological variation. To address the constraint of global differences in ICuRuS signal (Supplementary Fig. 4A-F), and to identify cell-type specific epigenetic signatures between A2a and D1 nuclei, we assumed ICuRuS signal in A2a and D1 was equal at genes whose expression level was equal between cell-types^34^. Using the publicly available package, ChIPIN^34^, we performed inter-sample normalization based on signal invariance across transcriptionally constant genes using cell-type specific Ribo-tag data from A2a and D1 nuclei (Supplementary Fig. 4G, H)^6^. We found H3K27me3 and H3K4me3 ICuRuS signal is equal between A2a and D1 nuclei globally (Fig. 2D, E) and at transcriptionally constant genes (Supplementary Fig. 4G, H).

**Fig. 3:**
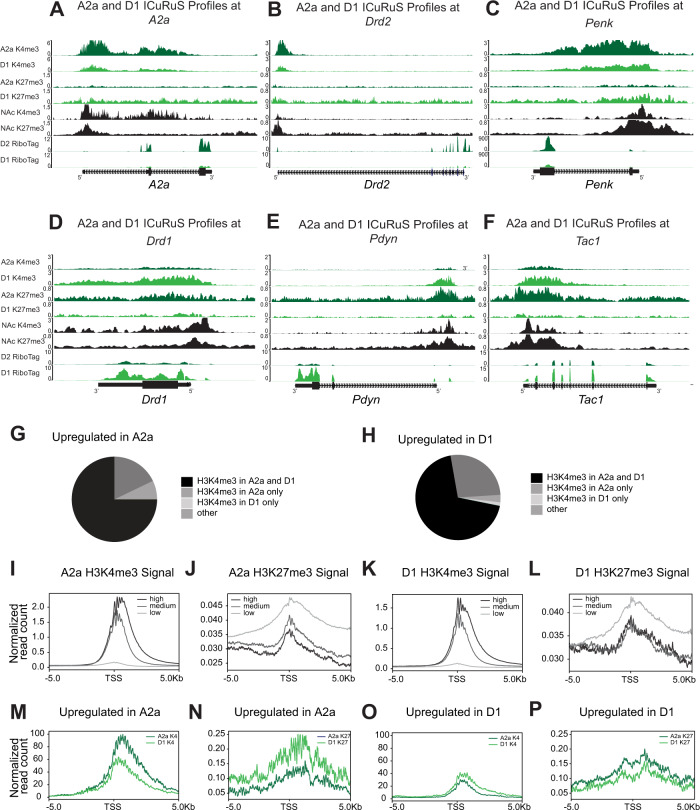
Comparison of peak loci across cell-types. **A-C**) A2a and D1 specific H3K4me3 and H3K27me3 modifications around known A2a-specific cell-type markers (**A**) A2a, (B) Drd2, and (**C**) *Penk*. D-F) A2a and D1 specific H3K4me3 and H3K27me3 modifications around known D1-specific cell-type markers (**D**) *Drd1*, (**E**) Pdyn, and (**F**) *Tac1*. (**G**) Peaks at A2a and (**H**) D1 upregulated genes; cell type-specific genes defined by |log2fold change | > 1 and adj *P* < 0.05. (**I**) A2a H3K4me3 signal, (**J**) A2a H3K27me3 signal, (**K**) D1 H3K4me3 signal, (**L**) and D1 H3K27me3 signal centered on transcription start site (TSS). For each cell-type and hPTM, genes are categorized into 3 groups: high (FPKM > = 10), medium (1 < = FPKM < 10), and low (FPKM < 1) based on published MSN-specific Ribo-Tag^6^. Signal is normalized to total mapped reads: Count Per Million (CPM). **M**) A2a and D1 H3K4me3 signal centered on the TSS of A2a-specific genes, (**N**) A2a and D1 H3K4me3 signal centered on the TSS of D1-specific genes, (**O**) A2a and D1 H3K27me3 signal centered on the TSS of A2a-specific genes, (**P**) A2a and D1 H3K27me3 signal centered on the TSS of D1-specific genes based on published MSN-specific Ribo-Tag^6^. Signal is normalized by variance across transcriptionally constant genes (quantile normalization). A2a and D1-specific genes are defined as *q*-value <0.05 and | log2 FC | > 1.

Next, we directly compared differences in hTPMs at cell-type specific genes using Ribo-tag data from A2a and D1 nuclei^6^. We found that A2a H3K4me3 signal was greater than D1 H3K4me3 signal at genes upregulated in A2a cells and D1 H3K4me3 signal was greater than A2a H3K4me3 signal at genes upregulated in D1 cells (Fig. 3M, N). D1 H3K27me3 signal was greater than A2a H3K27me3 signal at genes upregulated in A2a cells and A2a H3K27me3 signal was greater than D1 H3K27me3 signal at genes upregulated in D1 cells (Fig. 3O, P). Thus, ICuRus generated robust data that facilitated the comparison of chromatin states associated with cell-type specific gene regulation.

### ICuRuS identified H3K4me3/H3K27me3 enriched promotors in A2a and D1

To further our understanding of the combinatorial function of hPTMs in regulating gene expression, we next examined A2a and D1 gene expression as a function of HK4me3/HK27me3 co-enrichment^31^ (Fig. 4A, B). Beyond the binary states of active or repressed gene expression, genes co-enriched with H3K4me3 and H3K27me3 show an intermediate level of gene expression mediated by H3K27me3 enrichment^35^. To investigate this concept in specific MSNs, we defined bivalency as coincident H3K4me3 and H3K27me3 enrichment in a window 2 kb upstream and 1 kb downstream of the TSS^30^, in A2a and D1 nuclei. 

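The 55450 annotated genes were sorted by whether a peak, an island or both overlapped this window by at least 1 bp. In A2a, 2751 genes (4.96%) were bivalent, 13948 (25.2%) had H3K4me3 only, 7967 (14.4%) had H3K27me3 only and 30784 (55.5%) had neither. In D1, 1593 genes (2.87%) were bivalent, 14243 (25.7%) had H3K4me3 only, 5692 (10.3%) had H3K27me3 only and 33922 (61.2%) had neither. With protein-coding genes only, the alternative that moved both counts by the largest factor, the bivalent genes numbered 2092 in A2a and 1221 in D1.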

ICuRuS found that co-enriched H3K4me3 and H3K27me3 genes are expressed at an intermediate level relative to H3K4me3- or H3K27me3-alone (Wilcoxon rank sum test with Benjamini-Hochberg correction, P < 2e-16; Fig. 4A, B). Next, we calculated the global mutually exclusive index as the random vs real coincidence of two measured hPTMs^36^. We found that the K4me3/K27me3 mutually exclusive index is greater in D1 than A2a nuclei (Fig. 4C), indicating bivalency is less frequently observed in the TSS of D1 MSNs (Fig. 4C). However, A2a, D1 and N2a mutually exclusive index was greater than bulk NAc, which suggests that A2a and D1 ICuRuS revealed distinct features not observed in bulk NAc analysis (Fig. 2C). 

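If the marks were independent over the annotated genes, 3228 genes would carry both in A2a and 2081 in D1. The observed numbers were lower in both lists. The mutually exclusive index, taken as the expected over the observed number, was 1.17 (95% interval 1.13 to 1.22) in A2a and 1.31 (1.24 to 1.37) in D1. The odds ratio of the marks over genes was 0.762 in A2a (two-sided Fisher's exact test, p = 1.36e-29) and 0.667 in D1 (p = 9.05e-44), where genes are not independent replicates. The D1 index was 1.11 times that of A2a (95% interval 1.08 to 1.15 from 1000 bootstrap resamples of genes). Counted over base pairs of the genome in place of promoters, the index fell to the other side of 1 in A2a (0.940) and was 1.11 in D1. Over whole lists, 15.3% of A2a H3K4me3 peaks (14.8 to 15.7) overlapped an H3K27me3 island, against a mean of 14.3% (range 13.0 to 15.9) after 1000 circular shifts of the islands along the chromosomes. In D1 this share was 9.11% (8.72 to 9.52), against 9.15% (range 8.13 to 10.3) after shifts. From the greater index in D1, the paper concludes that bivalency at the TSS is less frequent in D1 MSNs.

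**Figure D4:**
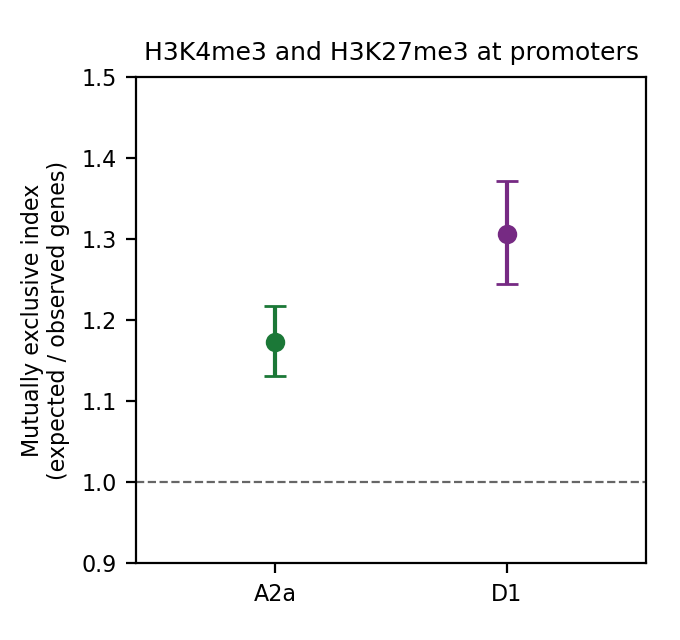
Mutually exclusive index of H3K4me3 and H3K27me3 at promoters, the expected over the observed number of genes with both marks, in A2a and D1. Bars are 95% intervals of the observed share of genes and the dashed line at 1 marks independent marks. The A2a point lies at 1.17 and the D1 point at 1.31.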

Most bivalent domains were common to both A2a and D1 MSNs (Fig. 4D) and were enriched for GO biological processes such as negative regulation of cell differentiation, nervous system development and extracellular matrix organization (Fig. 4E).

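Of the 2868 genes that were bivalent in either cell type, 1476 were bivalent in both, or 51.5% (95% Wilson interval 49.6 to 53.3). A further 1275 genes (44.5%) were bivalent in A2a alone and 117 (4.08%) in D1 alone. Of the D1 bivalent genes, 92.7% were bivalent in A2a, and 53.7% of the A2a bivalent genes were bivalent in D1. Among the genes bivalent in A2a alone, 739 had only H3K4me3 in D1, 449 had only H3K27me3 and 87 had neither. Over the alternatives, the share bivalent in both ran from 49.2%, when H3K4me3 peaks needed a −log10 q of at least 5, to 56.5% with equal numbers of the strongest peaks and islands.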

**Fig. 4:**
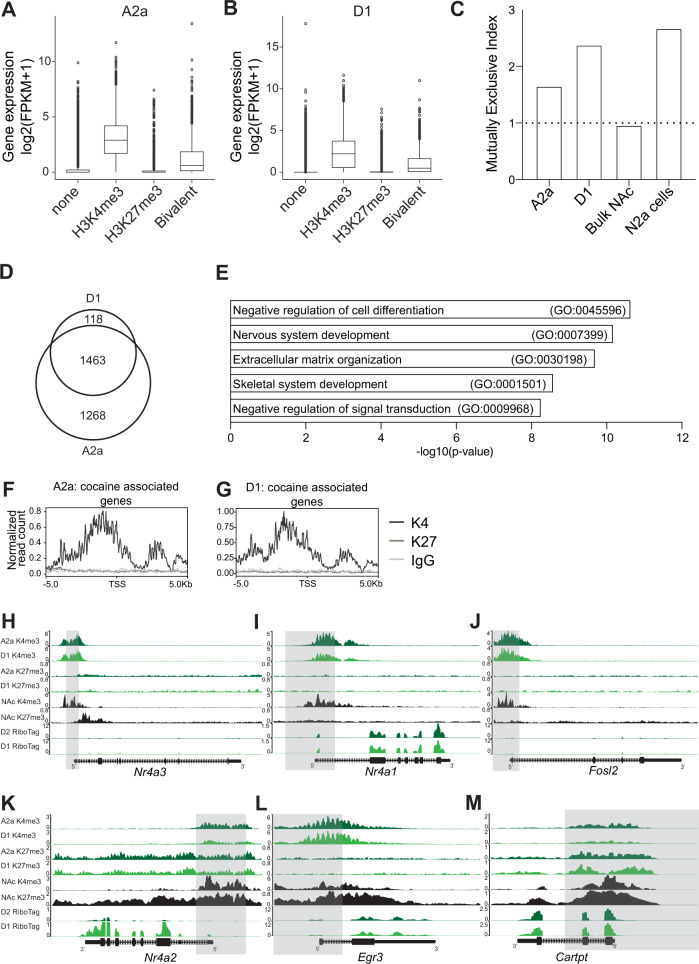
ICuRuS identified H3K4me3 and H3K27me3 co-enriched promotors in A2a and D1 nuclei. **A**) A2a and (**B**) D1 H3K4me3, H3K27me3, and H3K4me3/H3K27me3 combinatorial enrichment between 2 kb upstream and 1 kb downstream of the promoter start site TSS for cell-type specific genes using published MSN-specific Ribo-Tag^6^ *n* = 2/cell type and antibody. For D1: Bivalent vs H3K4me3 only: W = 6750380; Bivalent vs H3K27me3 only: W = 7490646. For A2a: Bivalent vs H3K4me3 only: W = 10958639; Bivalent vs H3K27me3 only: W = 18147152. The boxplot is defined by the mean (middle line), interquartile range (lower and upper quartile represent observations outside the 24 –76 percentile range), and unfilled cycles indicating outliers. **C)** H3K4me3/H3K27me3 mutually exclusive index for A2a, D1, N2a, and bulk NAc (bulk NAc raw data was extracted from^28^. A dashed line with an index equal to 1.0 indicates that no exclusive effects exist. **D** Venn diagram displaying cell-type specific and overlapping bivalent domains in A2a and D1 nuclei. **E** GO biological processes for the top five bivalent domains that are present in both A2a and D1 cell-types. **F**) A2a and (**G**) D1 H3K27me3 signal centered on the TSS of cocaine associated genes. Genome browser view of (**H**) *Nr4a3*, (**I**) *Nr4a1*, (**J**) *Fosl2*, (**K**) *Nr4a2*, (**L**) *Egr3*, and (**M**) *Cartpt* for different profiling methods and cell-types. Nucleus accumbens (NAc) bulk ChIP-seq data come from^28^. Ribotag data come from^6^. Signal is normalized to total mapped reads: Count Per Million (CPM) and then by variance across transcriptionally constant genes (quantile normalization).

Next, we sought to identify H3K4me3 and H3K27me3 enrichment patterns associated with stimulus dependent expression of genes that are common or cell-type specific between A2a and D1 MSNs. To identify hPTM profiles associated with stimulus induced gene expression we quantified the co-enrichment of H3K4me3 and H3K27me3 at a previously established set of cocaine-activated genes^37^. The majority of the top ten cocaine activated genes were common between A2a (*Nr4a1, Nr4a3, Fosb, Fosl2, Junb, Homer1, Arc, AC134224.3, Erg4, Penk*) and D1 (*Nr4a1, Nr4a3, Fosb, Fosl2, Junb, Homer1, Arc, Tac1, Sik2, Ntrk2*) and showed H3K27me3 depletion and H3K4me3 enrichment in both A2a and D1 MSN subtypes (Fig. 4F, G, respectively; See Fig. 4H–M for cocaine activated genes in A2a and D1: *Nr4a1, Nr4a3, Fosl2*; D1 only: *Egr3*; A2a only: *Cartpt*). 

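The promoters of these genes were read in the list of the matching cell type, with *Erg4* taken as *Egr4* and with *AC134224.3* left out, since the annotation has no gene of that name. In A2a, 6 of the 9 genes found had an H3K4me3 peak and no H3K27me3 island in the window around the TSS. In D1, 8 of 10 did. The exceptions in A2a were *Nr4a3*, *Penk* and *Homer1*, and those in D1 were *Tac1* and *Homer1*. At *Nr4a3* (chromosome 4 from 48045153 to 48086447), an A2a island of 5.40 kb with 384 reads overlapped the window by 153 bp, and the D1 list had none. *Homer1* (chromosome 13 from 93299635 to 93405129) had no H3K4me3 peak at its annotated 5′ end in either list. Both lists had peaks around its downstream transcript starts, from 4.12 to 8.40 kb into the gene. With the TSS of any annotated transcript, the counts were 7 in A2a and 9 in D1.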

Most genes were common between A2a and D1 and thus these data failed to provide information regarding the underlying mechanisms of cell-type specific activation. Next, we determined whether H3K4me3 and H3K27me3 enrichment is associated with cell-type specific cocaine activated genes. For example, the immediate early gene, *Egr3*, is activated specifically in D1 neurons by cocaine^23^. 

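*Egr3* lies on chromosome 14 from 70077203 to 70082614. The window around its TSS held 2 H3K4me3 peaks in each list. The stronger one ran from 70076947 to 70079232 in A2a, with a fold enrichment of 4.07, and from 70076725 to 70079176 in D1, with a fold enrichment of 4.21. These ranked at percentiles 70.4 and 74.3 of their lists by −log10 q. The paper's source data give a quantile-normalized H3K4me3 signal in this window of 4990 ± 410 (SD, n = 2) in A2a and 5247 ± 82.97 (SD, n = 2) in D1, a ratio of 0.951. An exact two-sided permutation test of these values gave p = 0.667.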

Consistent with D1 specific activation, H3K4me3 signal was enriched above background in a window 2 kb upstream and 1 kb downstream of the *Egr3* TSS in both A2a and D1 nuclei. However, H3K27me3 signal was depleted in D1 MSNs relative to A2a MSNs (Fig. 4L; Supplementary Fig. 4A). 

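Neither list held an H3K27me3 island in the *Egr3* window. The nearest island lay 16.2 kb away in A2a, with 225 reads over 4.00 kb, and 56.6 kb away in D1, with 178 reads over 6.60 kb. The paper's source data give a quantile-normalized H3K27me3 signal in the window of 129 ± 1.69 (SD, n = 2) in A2a and 79.8 ± 14.3 (SD, n = 2) in D1, which was 1.61 times as high in A2a. Both A2a replicates were above both D1 replicates. An exact two-sided permutation test gave p = 0.333, the smallest p that 2 replicates against 2 allow. By two-sided t tests, the paper reports a significant difference in this signal for H3K27me3 and none for H3K4me3. The permutation test cannot reach significance with 2 replicates per group, so it does not speak against that result.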

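*Nr4a1*, *Fosl2*, *Junb*, *Arc*, *Fosb*, *Sik2* and *Ntrk2* had H3K4me3 peaks in the window around the TSS in both lists. None of the 7 promoters had an H3K27me3 island in either list. By −log10 q, their strongest promoter peak ranked from percentile 38.8 (*Nr4a1*) to 88.0 (*Sik2*) in A2a, and from 36.3 (*Nr4a1*) to 80.8 (*Arc*) in D1. The low rank of *Nr4a1* holds for this window only. A stronger peak lay inside the gene, at percentile 79.7 in A2a and 78.2 in D1. Among the promoter peaks, the widest gap between the lists was at *Sik2*, at percentile 62.8 in D1. The gap was 25.2 points there and at most 14.0 points at the other 6 genes.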

Whereas *Nr4a1, Fosl2, Junb, Arc, Fosb, Sik2, Ntrk2* show no MSN-subtype specific expression^37^ or hPTM enrichment between cell-type, *Egr3*, is differentially activated by cocaine in D1 nuclei^6,38,39^ and showed differential H3K27me3 enrichment between A2a or D1 MSNs. Similarly, H3K27me3 is enriched above background at the immediate early gene, *Nr4a2*, in both A2a and D1 nuclei which suggested H3K27me3 is enriched at immediate early genes that escape cocaine-induced activation. 

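At *Nr4a2* (chromosome 2 from 57106830 to 57124003), an H3K27me3 island spanned the gene in both lists. It was 42.0 kb long with 8015 reads in A2a and 43.2 kb long with 4235 reads in D1, at percentiles 99.89 and 99.90. The window around the TSS also held an H3K4me3 peak in each list, with a fold enrichment of 10.2 in A2a and 7.21 in D1. From the H3K27me3 at *Nr4a2* in both cell types, the paper proposes that this mark sits at immediate early genes that escape activation by cocaine.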

Taken together, hPTM profiling by ICuRuS is of sufficient resolution for the analysis of cell-type gene expression in brain.

## Discussion

We found that ICuRuS generated robust and reproducible H3K4me3 and H3K27me3 profiles at sufficient depth to examine cell-type specific chromatin from a single mouse striatum. These findings are an improvement over current methods, such as bulk tissue CnR^25^, which obscures cell-type specificity, and single-cell CnR, which requires pooled brain tissue and obscures subject variability^1^. Analysis of a single brain region from a single mouse overcomes a critical barrier given individual differences in stimulus-induced gene expression and susceptibility to psychiatric disease^40,41^. Recent studies have applied FACS to isolate MSNs, but we found that the affinity purification strategy used in ICuRuS (and in the original INTACT protocol^10^) reduced the probability of false positive signal. In addition, ICuRuS potentially avoids FACS induced ectopic upregulation of activity dependent genes^15^, cellular stress^16^, artifactual DNA shearing^17^, and increased background^18,42^. Finally, ICuRuS allowed identification of H3K4me3/H3K27me3 co-enriched domains at cell-type specific genes, supporting the hypothesis that neuronal subtype specific gene expression is regulated via combinatorial hPTMs.

To perform ICuRuS we used genetically modified mice and confirmed that Sun1GFP expression in A2a and D1 nuclei had no effects on gross mouse phenotypes. However, subtle physiological effects of the transgene can be avoided by viral delivery of Sun1GFP to single transgenic Cre-expressing mice or rats. To entirely avoid the use of transgenic mice, cell-type specific enhancers or promotors can drive viral Sun1GFP expression^43^. These modifications to ICuRuS would enable temporal and regional control of Sun1GFP expression. Importantly, CnR can be performed on single cells which would allow for smaller striatal subregions or rare cell-types to be profiled^23,32^. In contrast, ChIP-seq is subject to high background, which is typically overcome by increasing cell input and sequencing depths. We found that H3K4me3 and H3K27me3 profiles defined by CnR and ChIP-seq are largely similar, but fragmentation biases that result in non-uniform coverage in ChIP-seq datasets^44^ may affect such comparisons. Consistent fragmentation using MNase may be an important consideration in both ChIP-seq and CnR. Importantly, we found that antibody selection and validation were necessary for optimization of CnR for brain. We screened many antibodies to define those with sufficiently sensitive and specific detection of hPTMs for neuronal epigenome profiling. While ICuRuS can determine H3K4me3/H3K27me3 co-enrichment at specific loci, it cannot determine if these marks occur on the same histone or nucleosome. An alternative approach to study H3K4me3/H3K27me3 bivalency is sequential ChIP, which determines hPTM localization on the same nucleosome^45^. Overall, ICuRuS provides technological advances to understand epigenetic regulation in other neural disorders, brain regions, and cell-types

A2a and D1 MSNs make up ~95% of the neuronal population in the striatum^46^. Cell-type specific gene expression studies have genetically define these subpopulations^6,38^, reporting that distinct transcriptional networks in D1-MSNs promote the motivation to seek drugs, while A2a-MSNs generally inhibit this behavior in mice^47^. Conversely, depending on the temporality of stimulation, activation of A2a-MSNs can enhance motivation^48^. Our previous work shows that *Nr4a1* activation in bulk striatal neurons in mouse, reduces the motivation to seek cocaine following abstinence^49^. In whole ventral striatum, Nr4a1 binds and activates downstream target gene, *Cartpt*, via depletion of H3K27me3 and enrichment of H3K4me3 at this locus^49^. Using ICuRuS, we found that H3K27me3 is lowly enriched at *Nr4a1* in A2a and D1 nuclei, consistent with strong activation upon cocaine exposure^49^, but neither H3K4me3 nor H3K27me3 are sufficient to specify cell-type specific expression of *Cartpt* and thus other modifications are likely involved. 

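At *Nr4a1* (chromosome 15 from 101254269 to 101274795), neither list held an H3K27me3 island, and the nearest one lay 96.1 kb from the promoter in both. At *Cartpt* (chromosome 13 from 99898489 to 99901091), both lists held both marks. The H3K27me3 island was 4.40 kb long with 530 reads in A2a and 3.40 kb long with 278 reads in D1, at percentiles 86.1 and 89.2. The H3K4me3 peak had a fold enrichment of 6.45 in A2a and 4.86 in D1. By −log10 q it ranked at percentile 35.3 in A2a and 20.2 in D1.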

Our lab is adequately equipped to address the causal relevance of these findings using cell-type specific CRISPR activation (e.g. dCas9-VPR) targeted to alternative *Nr4a1* promoters and CRISPR epigenetic editing of H3K27me3 using, Friend of GATA1 (FOG1) and H3K4me3 using mixed lineage leukemia 4 (MLL4), at *Cartpt*. Future studies will use cell-type specific epigenetic editing to determine the exact function of hPTMs at gene loci and how cell-type specific hPTM enrichment changes in response to stimuli.

Traditionally, H3K4me3 and H3K27me3 co-enriched genes have been described as ‘poised’ – silenced in neuronal precursor cells but expressed in a cell-type specific manner following differentiation^31^. Consistent with the literature, MSN ICuRuS profiling found H3K4me3 and H3K27me3 were independently enriched at expressed and repressed genes, respectively^6^. However, genes co-enriched in H3K4me3 and H3K27me3 showed intermediate levels of gene expression across both MSN subtypes. These data suggest competitive antagonism between the transcription factors and RNA polymerase recruited by H3K4me3 and H3K27me3^36^, such that cell-type specific expression of transcription factors may explain discordance in binary gene regulation^50^. In fact, the activator CREB is bound at H3K27me3 depleted regions in response to neural activity^51^. Cocaine-induced phosphorylation of CREB^52^ bound to H3K27me3 depleted promotors is an attractive mechanism for stimulus induced cell-type specific gene activation.

While consideration of combinatorial hPTM function is crucial to interpreting the histone code, current data is sparse on the mechanism underlying cell-type specific and activity dependent gene expression in the adult mammalian brain. 

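Distances from the promoters of cocaine-activated genes to the nearest H3K27me3 island were measured in both lists. For *Homer1* the nearest island lay 29.2 kb away in A2a and 203.2 kb away in D1. It lay 691.4 and 822.0 kb from *Fosl2*, 23.5 and 24.1 kb from *Junb*, and 88.0 and 32.4 kb from *Arc*, in A2a and D1 respectively. For *Fosb* the distances were 27.7 and 152.7 kb, for *Sik2* 63.3 and 62.5 kb, and for *Ntrk2* 72.4 and 115.0 kb. For *Nr4a3* the nearest D1 island was 53.2 kb away, and the A2a island reached into the promoter. *Tac1* had a promoter island in both lists, 61.0 kb long in A2a (149.9 reads per kb) and 2.80 kb long in D1 (43.2 reads per kb). The median island was 3.60 kb long in A2a and 3.00 kb in D1.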

Cocaine-activated genes, *Homer1, Nr4a3, Nr4a1, Fosl2, Junb, Tac1, Arc, Fosb, Sik2, and Ntrk2*, lack broad H3K27me3 domains in A2a and D1 nuclei^53^, suggesting that depletion of repressive hPTMs is involved in the activation of these genes. Whereas *Nr4a1, Nr4a3, Fosl2, Junb, Arc, Fosb, Sik2, Ntrk2* show no MSN-subtype specific expression or hPTM enrichment, *Cartpt, Neurod6, Oprk1* were differentially expressed between D1 and A2a cells^6,38–40,54^ and showed differential H3K27me3 and H3K4me3 enrichment in either A2a or D1. For example, D1-specific expression of *Neurod6* was associated with depletion of H3K4me3 in D1 MSNs relative A2a MSNs^6,39^, and A2a specific expression of *Oprk1* was associated with depletion of H3K27me3 in A2a MSNs^6,39^. In this way, neuronal subtype specific expression is conferred by either loss of permissive hPTMs in the non-expressing subtype, or loss of a repressive hPTM in the expressing subtype. 

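At *Neurod6* (chromosome 6 from 55677822 to 55681263), the D1 list held an H3K4me3 peak of 296 bp in the window around the TSS, with a fold enrichment of 4.14 and a rank at percentile 19.8. The A2a list held no H3K4me3 peak at the gene. An H3K27me3 island spanned *Neurod6* in both lists, over 20.8 kb with 2053 reads in A2a and over 16.4 kb with 902 reads in D1. At *Oprk1* (chromosome 1 from 5588466 to 5606131), the A2a list held an H3K27me3 island of 1.80 kb with 168 reads in the window, at percentile 34.9. The nearest D1 island lay 188.1 kb away. Both lists held an H3K4me3 peak at the *Oprk1* promoter, at percentiles 62.0 in A2a and 61.6 in D1.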

Alternatively, D1-specific *Bdnf* and *Nr4a2* expression were not associated with cell-type specific differences in H3K4me3 or H3K27me3 enrichment, suggesting additional modes of epigenetic regulation. However, some genes did show differential hPTM enrichment patterns that were associated with cell-type specific activation following cocaine exposure. For example, cocaine induced A2a-specific *Penk* expression is associated with depletion of H3K27me3 and enrichment of H3K4me3 in A2a nuclei relative to D1 nuclei. 

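At *Bdnf* (chromosome 2 from 109674700 to 109727007), both lists held an H3K4me3 peak and an H3K27me3 island at the promoter. The island was 47.2 kb long with 7029 reads in A2a and 30.6 kb long with 2841 reads in D1, at percentiles 99.83 and 99.74. The H3K4me3 peak was 597 bp long in A2a, with a fold enrichment of 4.50 at percentile 26.7. In D1 it was 359 bp long, with a fold enrichment of 2.92 at percentile 2.97.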

Cocaine induced D1-specific *Tac1* expression is associated with depletion of H3K27me3 and enrichment of H3K4me3 in D1 nuclei relative to A2a nuclei. In addition, D1-specific *Egr3* cocaine induced activation is associated with depletion of H3K27me3 in D1 nuclei relative to A2a nuclei despite similar levels of H3K4me3. Taken together, we hypothesize de-repression is a possible mechanism for some MSN-specific expression patterns.

ICuRuS is a powerful tool for investigations of cell-type specific epigenetic gene regulation in brain. First, it provides high resolution hPTM profiles from low cell numbers recovered from a single brain region of a single mouse. We obtained good quality hPTM profiling data with cell type specific resolution. In this way, ICuRuS can be paired with cell-type specific epigenetic editing tools to establish causal roles of hPTMs in the regulation of gene expression and behavior. Altogether, our findings complement and expand upon existing methods for the examination of cell-type specific global chromatin changes in brain.

## Methods

### Animals

The R26-CAG-LSL-Sun1-sfGFP knock-in mouse on the C57BL/6 J background was crossed with A2a-cre and *Drd1*-cre mice on a C57BL/6 J background to generate Sun1-sfGFP;A2a-cre and Sun1-sfGFP;Drd1-cre mouse lines. All mice were purchased from Jackson Laboratory. Mice were housed on a 12-h light-dark cycle at constant temperature (23 °C) and humidity (40-60%) with access to food (Laboratory Rodent Diet 5001) and water ad libitum. All animal procedures were conducted in accordance with the National Institutes of Health Guidelines as well as the Association for Assessment and Accreditation of Laboratory Animal Care. Ethical and experimental considerations were approved by the Institutional Animal Care and Use Committee of The University of Pennsylvania (Protocol # 805959). Male and Female mice at ~8 weeks of age were allocated equally into groups and sex was not considered in the study design.

### INTACT

For each experiment, bilateral striatum of mouse was rapidly dissected in ice-cold homogenization buffer (0.25 M sucrose, 25 mM KCl, 5 mM MgCl_2_, 20 mM Tricine-NaOH). The tissue was the slow frozen at −80 °C until INTACT was conducted. The INTACT procedure used was modified from^10^. To initiate the INTACT procedure, tissue was Dounce homogenized using a loose pestle (10 strokes) in 1.2 mL of homogenization buffer supplemented with 1 mM DTT, 0.15 mM spermine, 0.5 mM spermidine, and EDTA-free protease inhibitor (Roche). A 5% IGEPAL-630 solution was added, and the homogenate was further homogenized with the tight pestle (7 strokes). The sample was then mixed with 1.3 mL of 50% iodixanol density medium (Sigma D1556), and added to an Ultra-Clear Tube (13.2 mL, Beckman and Coulter, 344059). The sample was then underlayed with a gradient of 30% and 40% iodixanol, and ultra-centrifuged at 28900 x g for 18 minutes in a swinging bucket centrifuge at 4 °C. Nuclei were collected at the 30%-40% interface and pre-cleared by incubating with 20 μL of Protein G Dynabeads (Life Technologies 10003D) for 15 minutes. After removing the beads with a magnet, the mixture was incubated with 10 μL of 0.2 mg/mL rabbit monoclonal anti-GFP antibody (Life Technologies G10362) for 30 minutes. 60 μL of Dynabeads were added, and the mixture was incubated for an additional 20 minutes. To increase yield, the bead-nuclei mixture was placed on a magnet for 30 seconds to 1 minute, completely resuspended by inversion, and placed back on the magnet. This was repeated seven times. Bead-bound nuclei were then washed 3 ×800 uL with wash buffer. All steps were performed on ice or in the cold room, and all incubations were carried out using an end-to-end rotator. When purifying RNA following INTACT, RNasin ® Plus Ribonuclease Inhibitor (Promega N2611) was added to the antibody and bead buffers. Quantitative polymerase chain reaction (qPCR) was performed using standard methods. Primer for qPCR: A2A (Fig. 1F, G) F: ACTCTCCCCTCCACACCC R: CATAGTTTCTGTCTTCCAGCCC; *Drd1* (Fig. 1F, G) F: TTCTTCCTGGTATGGCTTGG R: GCTTAGCCCTCACGTTCTTG; Cartpt (Supplementary Fig. 5B) F: ACGAGAAGGAGCTGATCGAA R: TCTCTGAGGGGAACGCAAAC.

### Cell counting

For cell counting to quantify INTACT specificity and yield, during the INTACT procedure aliquots were collected following nuclei isolation and following affinity bead-bound pull downs. Nuclei from isolation (i.e. before the addition of antibody and Protein G beads) and bead-bound nuclei were stained with DAPI (30uM) and 10ul of sample was added to a hemocytometer. Images were acquired using a Leica Fluorescence Microscope. DAPI + /GFP + and DAPI + /GFP- nuclei were counted using a hemocytometer. The following equations^10^ were used to calculate the specificity (A) and yield (B) from INTACT:

1 $$\left({{{{{\rm{A}}}}}}\right)\frac{\left({{{{{\rm{DAPI}}}}}}+/{{{{{\rm{GFP}}}}}}+\right)}{\left({{{{{\rm{DAPI}}}}}}+/{{{{{\rm{GFP}}}}}}+\right)+\left({{{{{\rm{DAPI}}}}}}+/{{{{{\rm{GFP}}}}}}-\right)}{{{{{\rm{x}}}}}}\; {{{{{\rm{aliquot}}}}}}\; {{{{{\rm{scale}}}}}}\\ ({{{{{\rm{B}}}}}})\frac{({{{{{\rm{Bead}}}}}}-{{{{{\rm{bound}}}}}}\; {{{{{\rm{DAPI}}}}}}+/{{{{{\rm{GFP}}}}}}+)}{({{{{{\rm{Nuclei}}}}}}\; {{{{{\rm{Isolation}}}}}}\; {{{{{\rm{DAPI}}}}}}+/{{{{{\rm{GFP}}}}}}+)}{{{{{\rm{x}}}}}}\; {{{{{\rm{aliquot}}}}}}\; {{{{{\rm{scale}}}}}}.$$

### CnR (following INTACT)

As the INTACT protocol^12,13^ relies on bead-immunopurification of Sun1-GFP + nuclei, it is ideally suited to downstream processing of bead-immobilized nuclei by CnR. CnR was carried out according to published protocols^13^, with changes pertinent to neuronal isolation. Nuclei from one striatum (~10,000) were washed 2X and then resuspended in Digitonin Buffer with either anti-H3K4me3 (Antibody 1: 1:50 dilution, Abcam, Ab8580 (Fig. 2B, D); Antibody 2: 1:50 dilution, Active Motif, 39159 (Supplementary Fig. 2); Antibody 3: 1:50 dilution, Epicyphr, 13-0041(Supplementary Fig. 2), anti-H3K27me3 (Antibody 1: 1:100 dilution, Active Motif, 39055 (Fig. 2C, E); Antibody 2: 1:100 dilution, Thermo Fisher, MA5-1198 (Supplementary Fig. 2) or IgG (1:100; Epicypher, 13-0042 (Fig. 2 and Supplementary Fig. 2) for two hours, 4 °C with rotation. Following incubation, bead-bound nuclei were washed 2X with Digitonin Buffer, and antibody-enriched fragments were cut by one-hour, 4 °C incubation with 0.5 ul MNAse (20x CUTANA™ pAG-MNase 15-1116). Following MNase incubation, bead-bound nuclei were washed 2X with Digitonin Buffer, and antibody-enriched fragments were released by two-hour, 4 °C incubation with 100 mM CaCl2. Antibody-enriched fragments from bead-bound nuclei were then washed again and the reaction was stopped with 33 μl Stop Buffer (68 ul of 5 M NaCl, 40 µl of 0.5 M EDTA, 40 μl of 4 mM EGTA) and incubated for 10 min (37 °C). 1 µl of 10% (wt/vol) SDS and 1.5 µl of proteinase K (20 mg/ml) were added to each sample, followed by 20 min (50 °C) incubation. Total DNA from each sample was purified using phenol/chloroform/isoamyl alcohol and dissolved in TE.

### Library prep

Library preparation of CnR was performed using a NEB Ultra II library preparation kit, with modifications to the protocol^24^. CnR DNA ( < 5 ng) was used as input. End preparation was performed for 30 minutes at 20 °C followed by 1 hour at 50 °C. Adapter at .6 pmol was ligated to end preparation products at 20 °C for 15 minutes. USER enzyme was added, and DNA was purified using 1.1X AMPure beads. Libraries were amplified with 2x Ultra Q5 min, universal primer, and index primers. PCR was as follows: 98 °C for 20 s; 2 cycles of 98 °C for 10 s and 65 °C for 10 s; and a final extension at 65 °C for 5 min. PCR products were size selected using 1.1X AMPure beads. PCR products were quantified using quBIT, Agilent Bioanalyzer and NEB library quant kit (E7630L). Libraries were pooled at equimolar amounts and sequenced using the Nextseq500 platform. Paired-end sequencing was performed (read length, 38 bp × 2; index, 8 bp).

### Immunohistochemistry

Sun1-GFP; A2a-cre and Sun1-GFP; Drd1-cre mice were anesthetized with ketamine/xylazine and perfused with 4% paraformaldehyde (PFA). Brains were then rapidly extracted and stored in 4% PFA overnight for fixation. Brains were then transferred to 15% sucrose for 24 hours and then stored in 30% sucrose until sectioning (40 μm) using a cryostat. Sections were blocked for 90 minutes at room temperature with 10% Normal Donkey Serum and 0.2% Triton X-100 in PBS and then incubated with 0.2% Triton X-100 in PBS with the following antibodies overnight at 4 °C: rabbit anti-Drd1 (1:500, Bioss USA BSM-52920R) or rabbit anti-A2a (1:200, Fisher Scientific PA1-042), co-incubated with goat anti-GFP (1:500, Rockland, 600-101-215). Sections were then washed three times with PBS and incubated at room temperature in the dark for two hours with secondary antibodies for fluorescent labeling: Donkey anti-Rabbit IgG (H + L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor Plus 555 (Fisher Scientific A32794, 1:1000 dilution) and Donkey anti-Goat IgG (H + L) Cross-Adsorbed Secondary Antibody (1:1000 dilution), Alexa Fluor 488 (Fisher Scientific A-11055 1:1000 dilution). After the first hour of incubation, 0.5 µg/mL of DAPI (dihydrochloride, Invitrogen D1306) was directly added into the secondary antibody solution. Sections were then washed three times with PBS and mounted on glass slides using ProLong™ Gold Antifade Mountant (Invitrogen P36930). Images were taken using a Zeiss LSM 810 Confocal Microscope.

### Published ChIP-seq data analysis

N2a and nucleus accumbens (NAc) ChIP-seq data were previously published (H3K4me3^26^; H3K27me3^27^; NAc H3K4me3 and H3K27me3^28^). Raw reads were aligned to the mm10 reference genome using bowtie2^55^ with parameters: -q --no-unal --phred33. Uniquely mapped reads (mapping quality score > = 20) were selected using samtools with command samtools view -q 20 (version 0.1.19)^56^.

### CnR data processing and analysis

Base call (BCL) files were demultiplexed and converted into FASTQ files using bcl2fastq2 (version v2.20.0.422) with default parameters. Next, raw paired-end reads were mapped to the mm10 reference genome using bowtie2 (version 2.1.0)^55^ with options: -q --local --no-mixed --no-unal --dovetail --phred33. Using local alignment mode makes removal of adapter sequences unnecessary. Uniquely mapped reads (mapping quality score > = 20) were selected using samtools (version 0.1.19, samtools view -q 20). Then, we used Picard (version: 2.23.4)^57^ to check whether the insert size distribution is consistent with the library fragment size obtained from Bioanaylzer. Next, duplicates were removed using Picard MarksDuplicates function. We selected deduplicated mapped reads with insert size between 150 and 500 bp using samtools for downstream analyses. Read alignments were normalized to total mapped reads using deepTools with command: bamCoverage –bam inbam -o outbw –normalization. D1 and A2a H3K4me3 and H3K27me3 signals were further quantile normalized using the CHIPIN^34^ with the expression data from RiboTag-purified Drd1 and Drd2 neurons of the NAc^6^. Tracks were visualized by deepTools pyGenomeTracks (https://github.com/deeptools/pyGenomeTracks).

### RNA-seq data processing and analysis

Drd1 and A2a cell-type-specific RNA-seq data were derived from RiboTag-purified Drd1 and Drd2 neurons of the NAc, respectively^6^. Raw reads were mapped to the mm10 reference genome and Gencode annotation (vM23) using STAR^58^ with parameters: --outFilterMismatchNmax 3 --outFilterMultimapNmax 1 --alignSJoverhangMin 8. Differentially expressed genes between Drd1 and Drd2 neurons were detected using cufflinks cuffdiff with default parameters (v2.2.0)^59^. Read alignments were normalized to total mapped reads using deepTools for visualization.

### Correlation between ICuRuS and ChIP-seq data

To evaluate reproducibility and specificity of the ICuRuS data, we calculated pairwise Pearson’s correlation coefficients among ICuRuS replicates and corresponding ChIP-seq datasets. We first computed with read coverages for the entire genome using deepTools with multiBamSummary function. Then, correlation coefficients were calculated and visualized by plotCorrelation function of deepTools^60^ with parameters: --skipZeros.

### Signal around peaks or TSS

For signal around H3K4me3 peaks and TSS ( + /− 5 kb), we calculated signal using deepTools with command: computeMatrix reference-point -a 5000 -b 5000. For signal around H3K27me3 peaks, peaks 5 kb apart were first merged using the bedtools merge^61^ with parameter: -d 5000. Then, H3K27me3 signal were calculated using deepTools with command: computeMatrix scale-regions -a 5000 -b 5000. Signal around each peak or TSS and was plotted using deepTools plotHeatmap function. Averaged signal was plotted using deepTools plotProfile function.

### Peak calling

H3K4me3 peaks were called using MACS2^62^ with parameters: -f BAM -g mm -B --keep-dup all -q 0.01. H3K27me3 peaks were called using SICER^63^ with the command: sicer -t inbam -c control -s mm10. H3K27me3 peaks with false discovery rate less than 0.01 were selected. Overlapped peaks were counted using HOMER mergePeaks function^64^ and visualized by Upset plots^65^. Fraction of reads in peaks was calculated using a custom Python script.

### Bivalency analysis

We categorized genes into four groups based on whether there are H3K4me3 and/or H3K27me3 peaks on promotor regions (−2 kb to +1 kb)^30^: 1) Bivalent genes which have both H3K4me3 and H3K27me3 peaks, 2) H3K4me3 genes which have only H3K4me3 peaks, 3) H3K27me3 genes which have only H3K27me3 peaks, and 4) none genes which have no peaks. Mutually exclusive index was calculated based on a previous method ^71^.

### Statistics & reproducibility

The data were analyzed using GraphPad Prism software. The results are reported as the means ± SEMs or mean ± SDs of at least two biological replicates for each experiment. Mice were randomly allocated to groups. The investigators were not blinded to allocation of mice during experiments because genotypes were confirmed visually prior to dissection but investigators were blinded during the computational outcome assessment. The significance of differences between two groups was assessed by Student’s t test, the Mann-Whitney U-test and the Wilcoxon signed-rank test. No statistical method was used to predetermine sample size. No data were excluded from the analyses. Statistical significance was defined as follow: *p value <0.05, **p value <0.01 or ***p value <0.001.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

All raw and processed sequencing data generated in this study have been deposited to NCBI Gene Expression Omnibus under accession number: GSE193673. The qPCR and cell counting data generated in this study are provided in the Supplementary Information/Source Data file. Data used in these studies have been deposited. N2a H3K4me3 ChIP-seq: GSE91043; N2a H3K27me3 ChlP-seq: GSE107310; NAc H3K4me3 and H3K27me3 ChIP-seq: GSE42811, NAc RNA-seq: GSE121199. Upon request to the corresponding author, all raw data is available and will be provided within two weeks from the request date. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Cell-type specific profiling of histone post-translational modifications in the adult mouse striatum
**Source:** Nat Commun. 2022 Dec 13;13:7720. doi: 10.1038/s41467-022-35384-1
**Supplement:** Supplementary file 1 — Supplementary Information

**A** A2a and D1 INTACT mouse fitness

|                   | Avg male weight (g) | Avg female weight (g) | Avg. # of litters born | Days to mate when first paired | Avg. # of pups/litter |
|-------------------|---------------------|-----------------------|------------------------|--------------------------------|-----------------------|
| C57Bl/6J          | 21.34               | 17.52                 | 2.89                   | 26.40                          | 5.24                  |
| Sun1-GFP; D1-cre  | 18.23               | 17.49                 | 3.40                   | 27.80                          | 6.00                  |
| Sun1-GFP; A2a-cre | 20.33               | 16.61                 | 3.50                   | 27.67                          | 5.44                  |

**B** Striatal INTACT mRNA Bioanalyzer

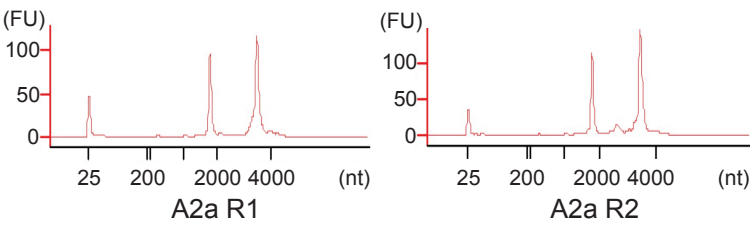

**Supplementary Figure 1. INTACT mouse model and RNA extraction following INTACT validation. A)** Animal weight and fitness data from Sun1-GFP; D1-cre and Sun1-GFP; A2a-cre mouse lines (P56-57, n = 6-8/group) **B)** Representative mRNA BioA outputs following A2a-INTACT using Agilent Pico RNA kit. RIN 9.80 and 9.70, respectively

Supplementary Figure 2

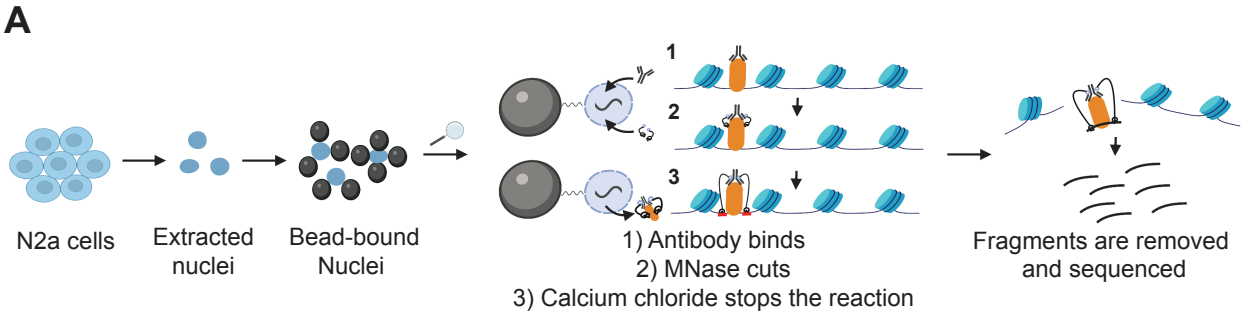

**B** N2a CUT&RUN Profiles

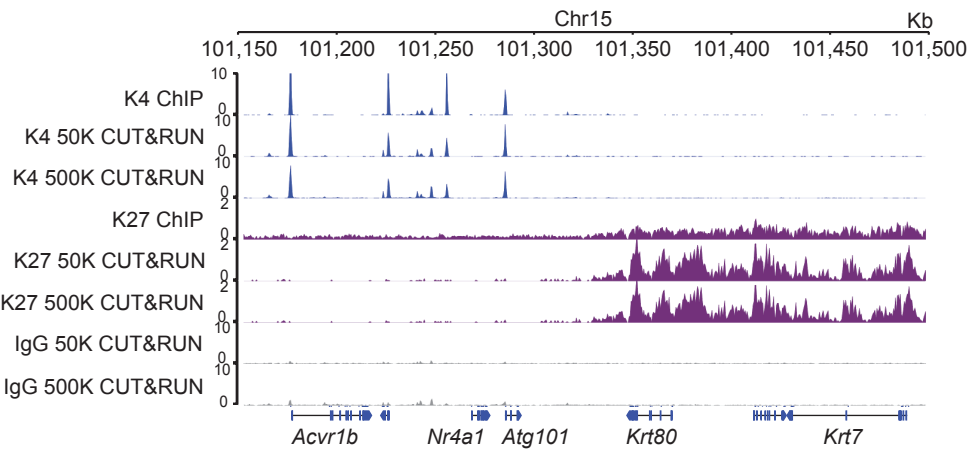

**C** H3K4me3 CUT&RUN

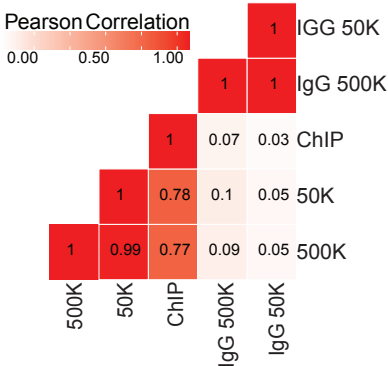

**D** H3K27me3 CUT&RUN

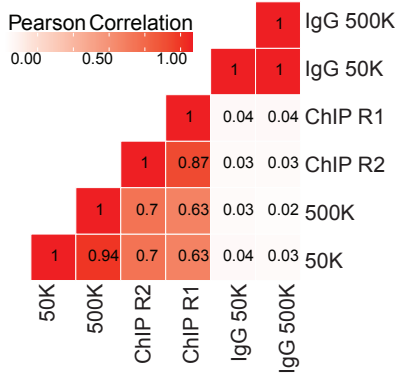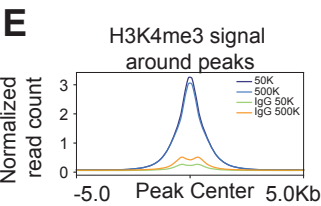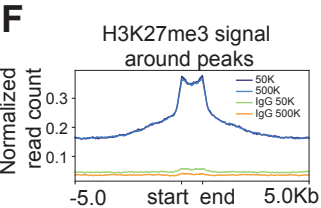

**G** N2a H3K4me3

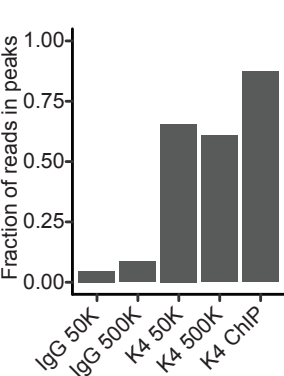

**H** N2a H3K4me3

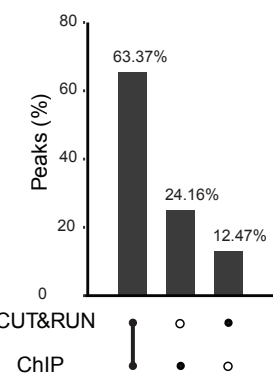

**I** N2a H3K27me3

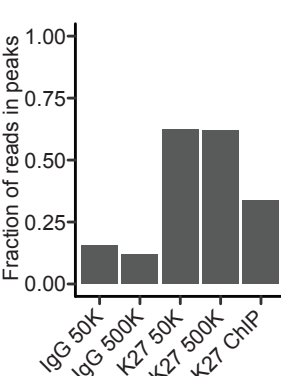

**J** N2a H3K27me3

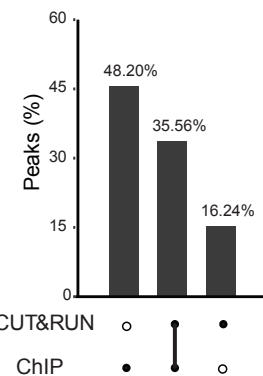

Supplementary Figure 2

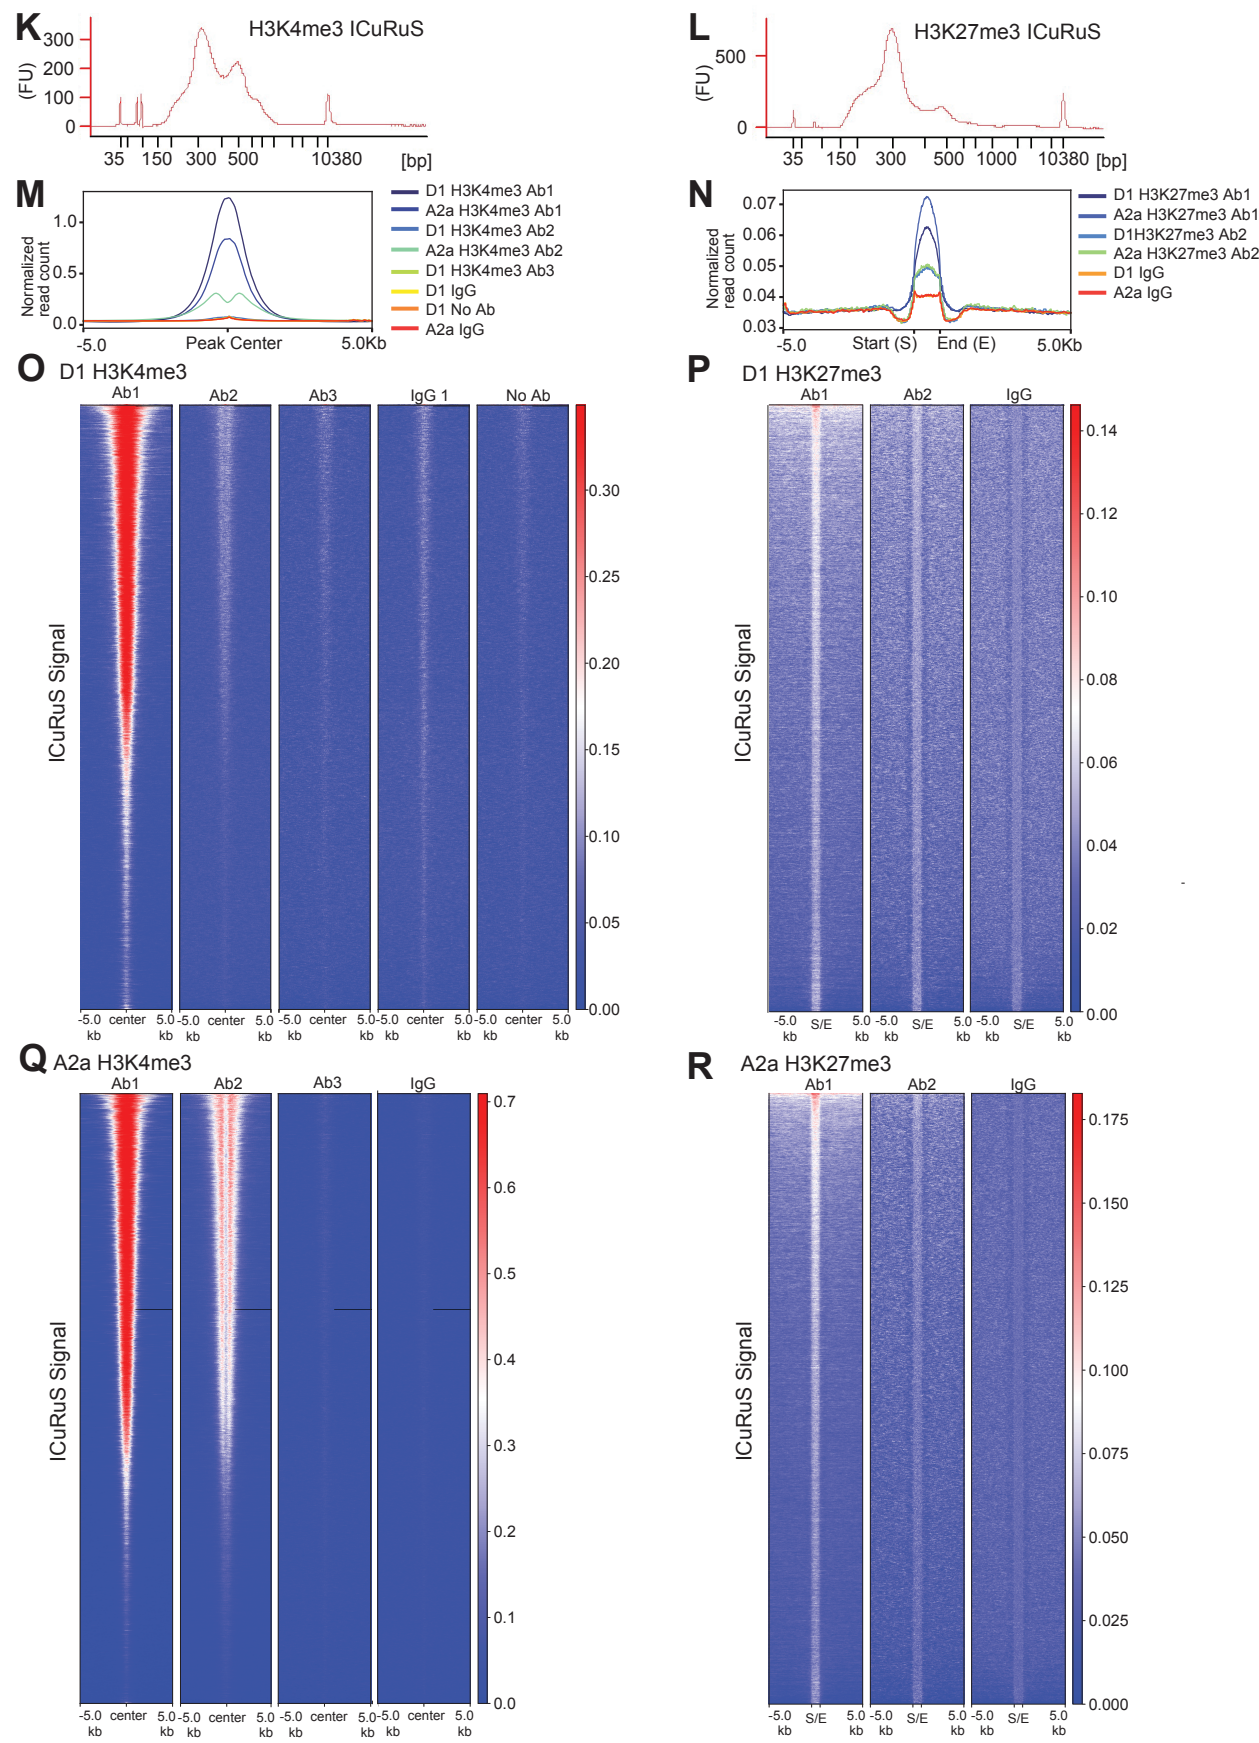

**Supplementary Figure 2. CUT&RUN Protocol Validation.** **A)** Schematic of CnR protocol on transfected N2a cells created at Biorender.com. **B)** Representative genome browser views of different profiling methods in N2a cells. Two N2a cell amounts 50,000 (50K) and 500,000 (500K) were tested for the CnR approach. Signal is normalized to total mapped reads: Count Per Million (CPM). N2a ChIP-seq data come from <sup>55</sup> (H3K4me3) and <sup>54</sup> (H3K27me3). **C)** H3K4me3 and **D)** H3K27me3 heatmap showing Pearson's correlation coefficients among N2a ChIP-seq and CnR H3K4me3 signals, and N2a CnR IgG control. The correlation coefficients were calculated by dividing the genome into 2 kb bins and counting reads in each bin. **E)** Averaged N2a H3K4me3 or IgG signal centered on peaks called from N2a H3K4me3 ChIP-seq data by MACS2. **F)** Averaged N2a H3K27me3 or IgG signal around peaks called from N2a H3K27me3 ChIP-seq data by SICER. Peaks within 5kb were merged to avoid double counting. **G)** Fraction of reads in peaks called from N2a H3K4me3 ChIP-seq data for each indicated dataset. **H)** Overlapped and individual peaks between N2a ChIP-seq and CnR H3K4me3 data sets. **I)** Fraction of reads in peaks called from N2a H3K27me3 ChIP-seq data for each indicated dataset. **J)** Overlapped and individual peaks between N2a ChIP-seq and CnR H3K27me3 data sets. **K-L)** Representative Agilent HS DNA kit BioA outputs following library prep for H3K4me3 and H3K27me3 CnR, respectively **M-N)** Density plots of different **(M)** H3K4me3 and **(N)** H3K27me3 antibodies used for A2a- and D1-specific ICuRuS. H3K4me3 Antibody 1 (Ab1): Abcam; H3K4me3 Antibody 2 (Ab2): Active Motif; H3K4me3 Antibody 3 (Ab3): Epicyphr; H3K27me3 Antibody 1 (Ab1): Active Motif; H3K27me3 Antibody 2 (Ab2): Thermo Fisher. **O-P)** Heatmaps from different **(O)** H3K4me3 and **(P)** H3K27me3 antibodies D1-specific ICuRuS. **Q-R)** Heatmaps from different **(Q)** H3K4me3 and **(R)** H3K27me3 antibodies A2a-specific ICuRuS.

Supplementary Figure 3

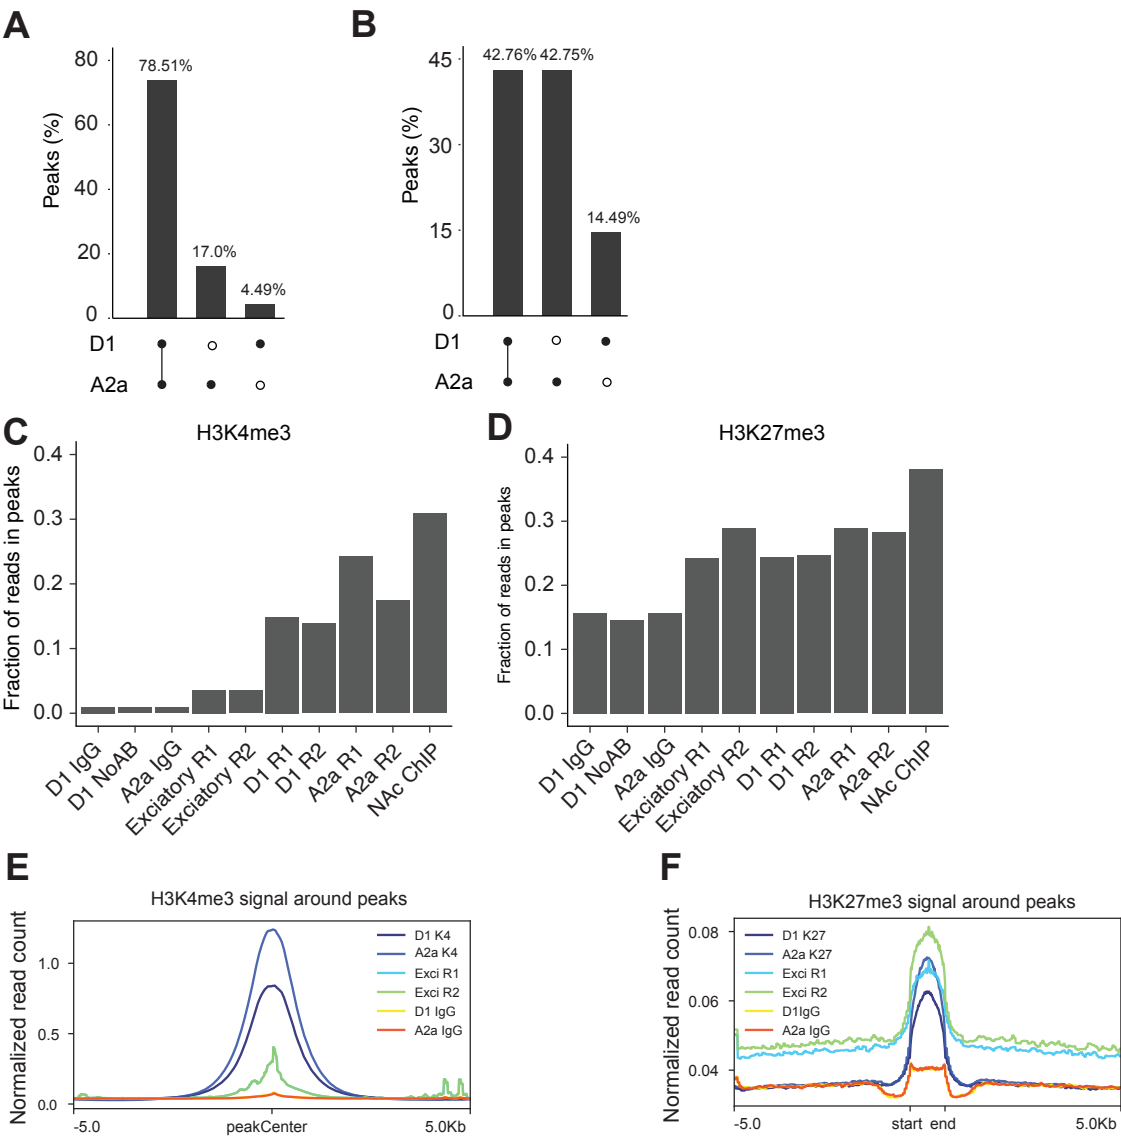

**Supplementary Figure 3. ICuRuS epigenomic profiling show expected peak profiles in A2a and D1 nuclei. A-B)** Overlapped and individualized peaks between A2a and D1 **(A)** H3K4me3 and **(B)** H3K27me3 ICuRuS. **C-D)** Fraction of reads in peaks called from NAc **(C)** H3K4me3 and **(D)** H3K27me3 ChIP-seq data for each indicated dataset. Nucleus accumbens (NAc) bulk ChIP-seq data come from <sup>56</sup>. Excitatory neuron native ChIP-Seq data from <sup>21</sup>. Density plots comparing H3K4me3 **(E)** and H3K27me3 **(F)** signal to native ChIP-Seq from <sup>21</sup>.

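Of the merged H3K4me3 regions, 3998 (17.0%, 95% Wilson interval 16.5 to 17.5) held peaks of A2a alone and 1055 (4.49%, 4.23 to 4.76) held peaks of D1 alone. Of the merged H3K27me3 regions, 28716 (42.7%, 42.4 to 43.1) held islands of A2a alone and 9731 (14.5%, 14.2 to 14.8) held islands of D1 alone. Of the D1 peaks, 94.7% overlapped an A2a peak, and of the D1 islands, 78.7% overlapped an A2a island. When the D1 list was shifted circularly along each chromosome, a mean of 1.01% of H3K4me3 regions (at most 1.27%) and 7.82% of H3K27me3 regions (at most 9.22%) were shared. In 0 of 1000 such shifts was the overlap as large as the one observed, for either mark.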

Supplementary Figure 4

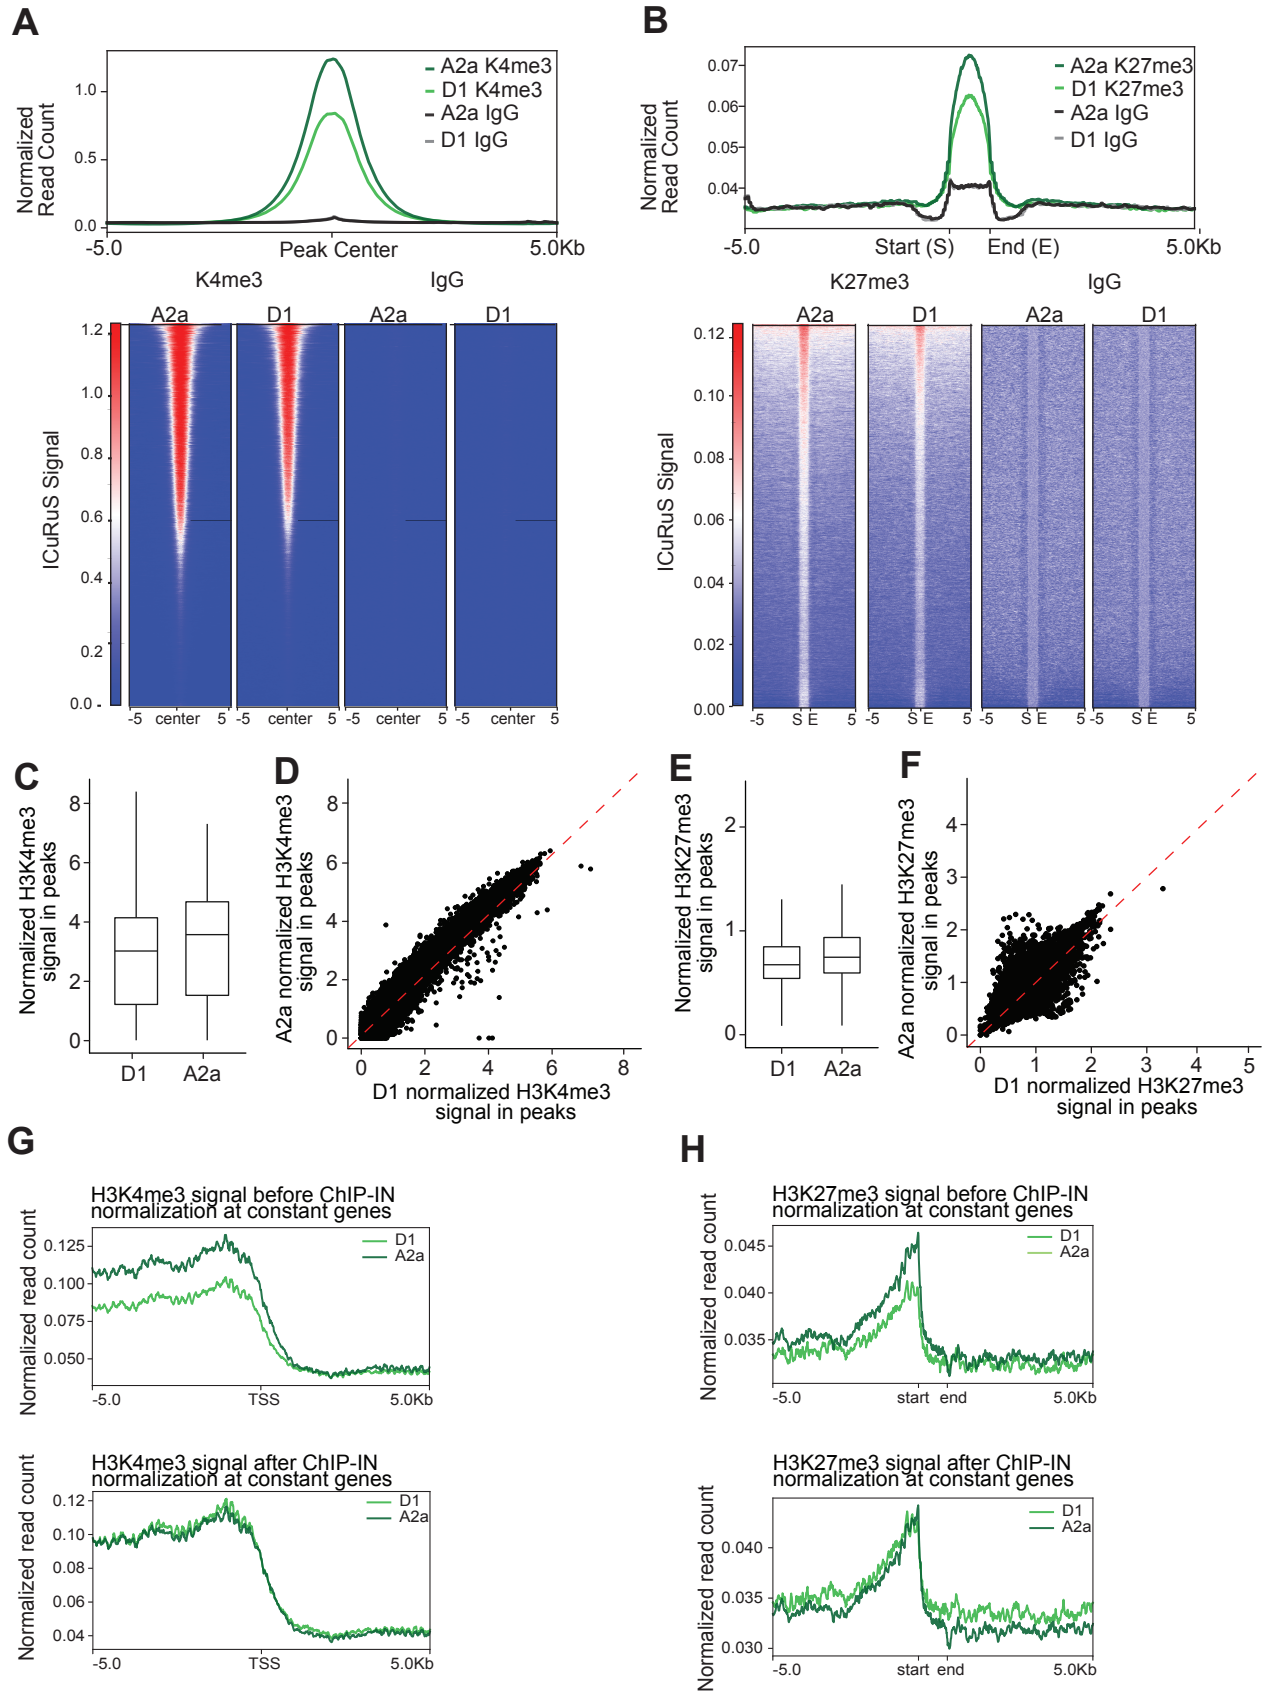

**Supplementary Figure 4. ICuRuS epigenomic profiling shows prominent, selective signal in A2a and D1 nuclei. A)** A2a and D1 CnR H3K4me3 or IgG signal centered on peaks called from NAc H3K4me3 ChIP-seq by MACS2. Top 20,000 peaks sorted by MACS2 score were used. Heatmap shows signal around individual peaks, and the averaged signal is shown above the heatmap. Two replicates of CnR data were merged. Signal is normalized CPM. **B)** Enrichment of A2a and D1 CnR H3K27me3 or IgG signal around peaks called from NAc H3K27me3 ChIP-seq by SICER. Signal is normalized CPM. Boxplot **(C)** and scatterplot **(D)** showing H3K4me3 signal in peaks called from NAc H3K4me3 ChIP-seq data in A2a and D1 ICuRuS. Signal is normalized to total mapped reads CPM. The boxplot is defined by the mean (middle line), interquartile range (lower and upper quartile represent observations outside the 24 –76 percentile range), and unfilled circles indicating outliers. Boxplot **(E)** and scatterplot **(F)** showing H3K27me3 signal in peaks called from NAc H3K27me3 ChIP-seq data in A2a and D1 ICuRuS. Signal is normalized to total mapped reads CPM. The boxplot is defined by the mean (middle line), interquartile range (lower and upper quartile represent observations outside the 24 –76 percentile range), and unfilled circles indicating outliers. **G)** A2a and D1 CnR H3K4me3 signal before and after CHIP-IN normalization, centered on the TSS of transcriptionally constant genes. Signal is normalized by variance across transcriptionally constant genes (quantile normalization). **H)** A2a and D1 CnR H3K27me3 signal before and after CHIP-IN normalization, centered on the TSS of transcriptionally constant genes. Signal is normalized by variance across transcriptionally constant genes (quantile normalization).

Supplementary Figure 5

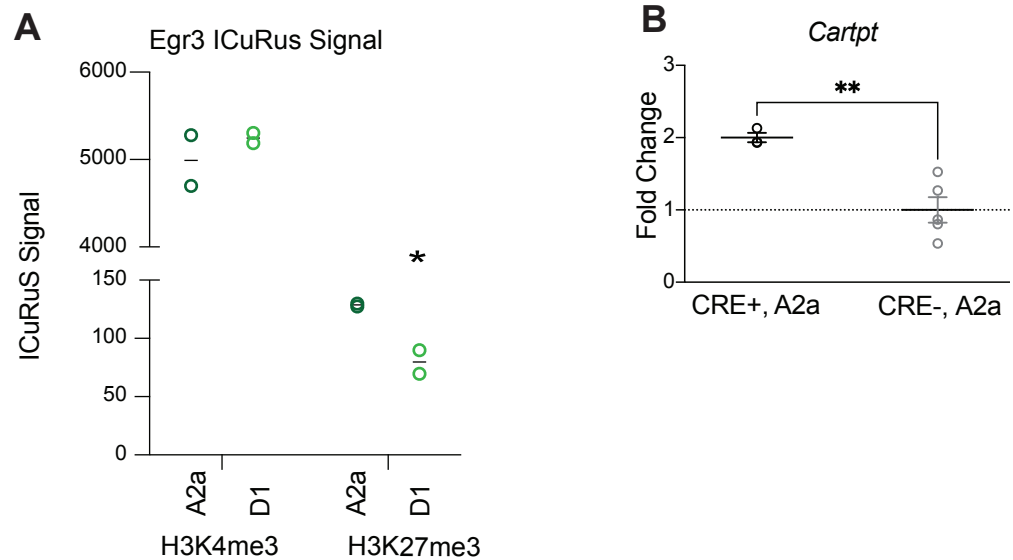

**Supplementary Figure 5. ICuRuS signal reveals cell-type specific signal at select genes. A)**

H3K4me3 and H3K27me3 signal quantified 2 kb upstream and 1 kb downstream of the *Egr3* TSS in both A2a and D1 nuclei (Two-sided ttest H3K4me3:  $t_{(4)} = 0.878$ ,  $p = 0.476$  H3K27me3:  $t_{(4)} = 4.794$ ,  $p = 0.041$ ;  $n = 2/\text{group}$ ). Adjustment for multiple comparisons were not made.  $**P < 0.01$ . Signal is normalized by variance across transcriptionally constant genes (quantile normalization). **B)** qPCR following A2a-INTACT for A2a-INTACT Cre+ vs A2a-INTACT Cre- (bulk supernatant) for *Cartpt* revealed expression is increased in A2a+ nuclei compared to bulk supernatant ( $t_{(6)} = 4.183$ ,  $p = 0.0058$ ;  $n = 2, 5$ , respectively).  $**P < 0.01$ .

**Supplementary File 1. A2a and D1 ICuRuS Peaks.**

## **Protocol for ICuRuS in mouse brain**

**\*All product numbers are in the methods section unless otherwise noted\***

### **STEP 1: INTACT <sup>11</sup>**

1. Sacrifice animal and collect region(s) of interest using ice-cold Homogenization Buffer (Buffer HB) in the tissue culture dish. Store tissue in 1.5mL tubes, slow freeze on dry ice, and store at -80°C until processing.
2. Add 1.2mL Buffer HB + supplement to the 1.5mL tube containing tissue. Then, transfer tissue and buffer into a 2mL glass dounce homogenizer on ice.
3. Homogenize tissue with the loose pestle (10 pulses).
4. Add 100µL 5% IGEPAL CA-630, and further homogenize with tight pestle (seven pulses).
5. Add 1.3mL of 50% iodixanol density medium to homogenate and resuspend using a P1000 pipette at least five times to thoroughly mix.
6. Pour sample mixture into an empty 13.2 mL, Open-Top Thinwall Ultra-Clear Tube (14 x 89mm) that has been sitting on ice.
7. Underlay the sample mixture with 2.5mL 30% iodixanol solution.
8. Underlay the sample mixture with 1.33mL 40% Iodixanol solution.
9. Seal tubes with parafilm.
10. Spin samples at 13,000 rpm x 18 min at 4°C in a swinging bucket centrifuge using a SW 41 Ti Swinging-Bucket Rotor (Beckman Coulter, 331362).
11. While the samples are spinning, wash 80µL of Protein G Dynabeads per sample two times with Wash Buffer. For wash buffer volume use up to 5x total bead amount. Resuspend beads in 80µL of Wash Buffer.
12. Pipette 20µL of the 80µL /sample of beads into new Eppendorf tube for pre-clearing. Place the remaining 60µL /sample of washed beads, on an end-to-end rotator at 4°C until use.
13. When spin is finished, vacuum aspirate or remove the 25% iodixanol layer and about 2/3 of the 30% iodixanol layer with a pipette.
14. Collect 1.5mL of the sample band at the 30%-40% iodixanol interface.
15. Place each sample into a labeled pre-clear tube and rotate tubes at 4°C x 15 min. All INTACT steps from this point forward were performed in a 4°C cold room.
16. While each sample is pre-clearing, prepare three tubes for each sample: in two tubes, add 5µL of anti-GFP antibody and 200µL of wash buffer in each tube. The last tube is for final product collection and can be set aside.
17. Once pre-clear is complete, place each pre-cleared sample on magnet for at least five minutes.
18. Add approx. 750µL of each sample (no beads) into each 200µL antibody+wash buffer tube. End-to-end rotate at 4°C x 30 min.
19. Add the remaining 60µL of washed beads/sample to each tube containing antibody+wash buffer+sample (30µL of beads/each tube). End-to-end rotate at 4°C x 20 min.
20. Place samples on/off magnet quickly, adding and removing the sample every 30 seconds for seven cycles. When samples were off magnet, they were completely resuspended by inversion to resuspend beads.
21. Following intervals, place the samples on the magnet for at least two minutes to ensure all beads, which contain the GFP+ sample, are connected to the magnet.
22. Remove and discard the supernatant.
23. Add 800µL wash buffer and remove samples from magnet. Place back on an end-to-end rotator for at least one minute and then place back on magnet. Remove supernatant. After initial wash conduct two more washes.
24. After completing three washes, transfer both tubes of each sample to a single 1.5mL tube on the magnet. Remove and discard the supernatant.

25. Resuspend each sample in 400µL of Wash Buffer and proceed to CUT&RUN.

## **STEP 2: CUT&RUN** <sup>15</sup>

1. Place the samples on the magnet and discard supernatant.
2. Add 100µL of wash buffer, resuspend by pipetting up and down 10 times with a P200 pipet, and transfer to 0.2mL tubes.
3. Place the samples back on the magnet and repeat wash and resuspension.
4. Place the samples on the magnet and discard supernatant.
5. Resuspend the bead-bound nuclei in 50ul digitonin buffer mixed with antibody (1:100) and end-to-end rotate samples for two hours at 4°C. To keep beads in solution, slightly elevate cap side of the 0.2mL tubes before placing on rotator.
6. Place samples on magnet and discard supernatant.
7. Wash samples 2X with 250µL digitonin buffer (once on and once off the magnet).
8. Add 0.5 µL CUTANA pAG-MNase (20x stock) in 50ul digitonin buffer to each sample and resuspend.
9. Antibody-enriched fragments were cut by a one-hour incubation at 4°C.
10. Place the samples on the magnet and discard supernatant.
11. Wash samples 2X with 250µL digitonin buffer (once on and once off the magnet).
12. 50 µL of digitonin buffer containing 100mM CaCl<sub>2</sub> was added to each sample and the antibody-enriched fragments were released by a two-hour incubation at 4°C on an end-to-end rotator.
13. Add 33µL Stop Buffer to each sample, and gently vortex to mix.
14. Incubate samples for 10 min at 37°C.
15. To each sample, add 1 µl of 10% (wt/vol) SDS and 1.5 µl of proteinase K (20 mg/ml). Mix by inversion and incubate for 20 min at 50 °C.
16. Mix each sample with 100 µL phenol-chloroform-isoamyl and transfer mixture to a MaXtract High Density tube (Qiagen, 129056).
17. Centrifuge at 16,000g x five minutes at room temperature.
18. Add 100 µL chloroform sample and invert 10X to mix.
19. Centrifuge at 16,000g x five minutes at room temperature.
20. Remove top liquid phase by pipetting it into to a fresh tube containing 2µL glycogen (2mg/mL).
21. Add 500µL of ice cold 100% ethanol and store at -20 for ≥12 hours.
22. Centrifuge at 16,000g x 15 minutes at 4°C.
23. Remove the liquid from the tube (do not disturb the pellet at the bottom).
24. Rinse the pellet in 1mL 100% ethanol.
25. Centrifuge at 16,000g x one minutes at 4°C.
26. Remove ethanol and air dry the pellet for five minutes.
27. Dissolve the pellet in 1:10 diluted TE.

## **STEP 3: Library Prep** <sup>80</sup>

1. Prior to starting the protocol, place AMPure XP beads at room temperature. (They need to be at room temperature for ≥ 30 minutes before use).
2. Add the following components into a sterile, 0.2mL nuclease free tube for each sample: 25 µl CUT&RUN DNA, 1.5 µl NEBNext Ultra II End Prep Enzyme Mix, 3.5 µl NEBNext Ultra II End Prep Reaction Buffer.
3. Resuspend by pipetting up and down ≥ 10 times with a P100 or P200 pipet, and spin down the samples.

4. Place in a thermocycler, with the heated lid set to  $\geq 60^{\circ}\text{C}$  and run the following program:  $20^{\circ}\text{C}$  for 30 minutes,  $50^{\circ}\text{C}$  for 60 minutes, and hold at  $4^{\circ}\text{C}$  until sample removal.
5. 0 minutes, Place the samples on the magnet and discard supernatant.
6. Dilute the Adaptor 1:30 based on the amount you need to use (it will be  $1.25\ \mu\text{L}/\text{sample}$ ).
7. Prep a master mix of  $15\ \mu\text{L}$  NEBNext Ultra II Ligation Master Mix and  $0.5\ \mu\text{L}$  NEBNext Ligation Enhancer per sample.
8. Add  $15.5\ \mu\text{L}$  of the master mix prepped in step 6 and  $1.25\ \mu\text{L}$  of the diluted adaptor to each sample. (Note: do not add the diluted adaptor the master mix without the sample. Add each component individually.)
9. Resuspend by pipetting up and down  $\geq 10$  times with a P100 or P200 pipet, and spin down the samples.
10. Place in a thermocycler and incubate at  $20^{\circ}\text{C}$  for 15 minutes.
11. Add  $1.5\ \mu\text{L}$  of NEB USER enzyme to the ligation mixture.
12. Resuspend by pipetting up and down  $\geq 10$  times with a P100 or P200 pipet, and spin down the samples.
13. Place in a thermocycler, with the heated lid set to  $\geq 47^{\circ}\text{C}$  and incubate at  $37^{\circ}\text{C}$  for 15 minutes.
14. Vortex the room temperature AMPure XP beads to resuspend them. (Note: beads must be at room temperature for maximized efficiency).
15. Add  $54\ \mu\text{L}$  ( $\sim 1.1\times$ ) AMPure XP beads to each sample following the ligation reaction.
16. Resuspend by pipetting up and down  $\geq 10$  times with a P100 or P200 pipet, and spin down the samples.
17. Place the samples on a magnet for  $\geq$  five minutes and once solution is clear, carefully remove and discard the supernatant. (Note: do not discard beads.)
18. Add  $200\ \mu\text{L}$  of 80% freshly prepared ethanol to each sample while still on the magnet.
19. Incubate at room temperature for  $\geq 30$  seconds (but not more than two minutes).
20. Carefully remove and discard the supernatant.
21. Repeat step 18 and add  $200\ \mu\text{L}$  of 80% freshly prepared ethanol to each sample while still on the magnet.
22. Incubate at room temperature for  $\geq 30$  seconds (but not more than two minutes).
23. Carefully remove and discard the supernatant. Remove any trace of ethanol with a P10 pipette while on the magnet.
24. Air the dry beads for five minutes with all samples on magnet with the tube lids open. (Note: Set a timer for the five-minute drying session. Do not over dry the beads.)
25. Remove the samples from the magnet and elute the DNA from the beads by adding  $0.1\times$  TE.
26. Mix well by vortex.
27. Incubate for  $\geq$  two minutes at room temperature.
28. Place the samples back on the magnet for  $\geq$  five minutes and once solution is clear, carefully remove and the supernatant and transfer the supernatant from each sample to a new sterile,  $0.2\text{mL}$  nuclease free tube.
29. Add the following components to each sample individually:  $13\ \mu\text{L}$  Adaptor Ligated Fragments,  $15\ \mu\text{L}$  NEBNext Ultra II Q5 Master Mix,  $1\ \mu\text{L}$  Universal PCR Primer/i5 Primer,  $1\ \mu\text{L}$  Index Primer/i7 Primer (a different ID for each sample).
30. Place in a thermocycler and run the following program:  $98^{\circ}\text{C}$  for 30 seconds, for 13 cycles:  $98^{\circ}\text{C}$  for 10 seconds followed by  $65^{\circ}\text{C}$  for 10 seconds, then separately  $65^{\circ}\text{C}$  for five minutes. Finally, hold at  $4^{\circ}\text{C}$  until sample removal.
31. Once again, vortex the room temperature AMPure XP beads to resuspend them. (Note: beads must be at room temperature for maximized efficiency).
32. Add  $33\ \mu\text{L}$  ( $\sim 1.1\times$ ) AMPure XP beads to each sample following the PCR reaction.

33. Resuspend by pipetting up and down  $\geq 10$  times with a P100 or P200 pipet, and spin down the samples.
34. Place the samples on a magnet for  $\geq$  five minutes and once solution is clear, carefully remove and discard the supernatant. (Note: do not discard beads.)
35. Add 200  $\mu$ l of 80% freshly prepared ethanol to each sample while still on the magnet.
36. Incubate at room temperature for  $\geq 30$  seconds (but not more than two minutes).
37. Carefully remove and discard the supernatant.
38. Repeat step 18 and add 200  $\mu$ l of 80% freshly prepared ethanol to each sample while still on the magnet.
39. Incubate at room temperature for  $\geq 30$  seconds (but not more than two minutes).
40. Carefully remove and discard the supernatant. Remove any trace of ethanol with a P10 pipette while on the magnet.
41. Air the dry beads for five minutes with all samples on magnet with the tube lids open. (Note: Set a timer for the five-minute drying session. Do not over dry the beads.)
42. Remove the samples from the magnet and elute the DNA from the beads by adding 0.1X TE.
43. Mix well by vortex.
44. Incubate for  $\geq$  two minutes at room temperature.
45. Place the samples back on the magnet for  $\geq$  five minutes and once solution is clear, carefully remove and discard the supernatant and transfer the supernatant from each sample to a new sterile, 0.2mL nuclease free tube.
46. Optional: Conduct Agilent BioA for quality control validation of a successful library prep.
47. Store samples at  $-20^{\circ}\text{C}$  until sequencing.

# Supplementary material for: Cell-type specific profiling of histone post-translational modifications in the adult mouse striatum
**Source:** Nat Commun. 2022 Dec 13;13:7720. doi: 10.1038/s41467-022-35384-1
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection Illumina bcl2fastq2

Data analysis Bowtie2 v2.1.0, STAR v2.7.1a, cufflinks v2.2.0, deepTools v3.5.0, HOMER v4.11, MACS2 v2.2.7.1, Samtools v0.1.19, R v4.2.2, Picard v2.23.4, SICER v2.0 The custom scripts for the analysis can be found at <https://github.com/HellerLAb/ICuRuS>

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All raw and processed sequencing data generated in this study have been deposited to NCBI Gene Expression Omnibus under accession number: GSE193673 (Gene Expression Omnibus under accession number: GSE193673 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE193673>). The qPCR and cell counting data generated in this study are provided in the Supplementary Information/Source Data file. The N2a H3K4me3 ChIP-seq: GSE91043, (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE91043>); N2a H3K27me3 ChIP-seq: GSE107310 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE107310>); NAc H3K4me3 and

H3K27me3 ChIP-seq: GSE42811 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE42811>), NAc RNA-seq: GSE121199 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE121199>). Source data are provided with this paper.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research.](#)

### Reporting on sex and gender

Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data where this information has been collected, and consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

### Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

### Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

### Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

Sample size was based on prior published data from similar experiments 11, and the high reproducibility between replicates Male and Female mice were allocated equally into groups and sex was not considered in the study design. No sex analysis were performed because the low sample size limits meaningful conclusions.

### Data exclusions

No data was excluded from this study.

### Replication

2 technical replicates were performed for each assay and were successful.

### Randomization

Allocation was random.

### Blinding

Investigators were not blinded to the genotype of the mouse because each cell type was processed separately. However, following nuclei isolation samples were de-identified and annotated afterwards.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>IHC: rabbit anti-Drd1 (1:500, Bioss USA BSM-52920R) or rabbit anti-A2a (1:200, Fisher Scientific PAI-042), co-incubated with goat anti-GFP (1:500, Rockland, 600-101-215). Sections were then washed three times with PBS and incubated at room temperature in the dark for two hours with secondary antibodies for fluorescent labeling: Donkey anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor Plus 555 (1:1000, Fisher Scientific A32794) and Donkey anti-Goat IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 (1:1000, Fisher Scientific A-11055).</p> <p>CnR: anti-H3K4me3 (Antibody 1: 1:50 dilution, Abcam, Ab8580 (Figure 2); Antibody 2: 1:50 dilution, Active Motif, 39159 (Supplemental Figure 2); Antibody 3: 1:50 dilution, Epicypher, 13-0041), anti-H3K27me3 (Antibody 1: 1:100 dilution, Active Motif, 39055; Antibody 2: 1:100 dilution, Thermo Fisher, MA5-1198) or IgG (1:100; Epicypher, 13-0042)</p> |
| Validation      | Antibodies were previously validated in CnR (Zhu et al. 2021; Skene et al. 2017)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                               |
|----------------------------------------------------------------------|-----------------------------------------------|
| Cell line source(s)                                                  | N2a cells from ATCC.                          |
| Authentication                                                       | Cells were not authenticated.                 |
| Mycoplasma contamination                                             | Cells were not tested for mycoplasma.         |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | These cells lines were not used in this study |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Male and Female mice at ~8 weeks of age were allocated equally into groups and sex was not considered in the study design. The R26-CAG-LSL-Sun1-sfGFP knock-in mouse on the C57BL/6J background was crossed with A2a-cre and Drd1-cre mice on a C57BL/6J background to generate Sun1-sfGFP;A2a-cre and Sun1-sfGFP;Drd1-cre mouse lines. All mice were purchased from Jackson Laboratory. Mice were housed on a 12-h light-dark cycle at constant temperature (23 °C) and humidity (40-60%) with access to food and water ad libitum. |
| Wild animals            | No wild animals were used                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Reporting on sex        | Male and Female mice were used in this study. Sex was not considered because there was not sufficient n to make strong conclusions regarding sex as a variable.                                                                                                                                                                                                                                                                                                                                                                      |
| Field-collected samples | The study did not include field collected samples                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Ethics oversight        | All animal procedures were conducted in accordance with the National Institutes of Health Guidelines as well as the Association for Assessment and Accreditation of Laboratory Animal Care. Ethical and experimental considerations were approved by the Institutional Animal Care and Use Committee of The University of Pennsylvania (Protocol # 805959). Male and Female mice at ~8 weeks of age were allocated equally into groups and sex was not considered in the study design.                                               |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

#### Data access links

*May remain private before publication.*

All raw and processed sequencing data generated in this study have been deposited to NCBI Gene Expression Omnibus under accession number: GSE193673 (Gene Expression Omnibus under accession number: GSE193673 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE193673>). The qPCR and cell counting data generated in this study are provided in the Supplementary Information/Source Data file. The N2a H3K4me3 ChIP-seq: GSE91043, (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE91043>); N2a H3K27me3 ChIP-seq: GSE107310 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE107310>); NAc H3K4me3 and H3K27me3 ChIP-seq: GSE42811 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE42811>), NAc RNA-seq: GSE121199 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE121199>). Source data are provided with this paper.

#### Files in database submission

GSM5816009 N2a IgG 50K  
 GSM5816010 N2a IgG 500K  
 GSM5816011 N2a H3K4me3 50K  
 GSM5816012 N2a H3K4me3 500K  
 GSM5816013 N2a H3K27me3 50K  
 GSM5816014 N2a H3K27me3 500K  
 GSM5816015 D1 IgG control  
 GSM5816016 A2a H3K4me3 Epicyphr rep1  
 GSM5816017 A2a H3K4me3 Epicyphr rep2  
 GSM5816018 A2a IgG control  
 GSM5816019 D1 no antibody control  
 GSM5816020 D1 H3K4me3 Epicyphr  
 GSM5816021 D1 H3K4me3 Abcam rep1  
 GSM5816022 D1 H3K4me3 Abcam rep2  
 GSM5816023 D1 H3K4me3 Active Motif rep1  
 GSM5816024 D1 H3K4me3 Active Motif rep2  
 GSM5816025 A2a H3K4me3 Abcam rep1  
 GSM5816026 A2a H3K4me3 Abcam rep2  
 GSM5816027 A2a H3K4me3 Active Motif rep1  
 GSM5816028 A2a H3K4me3 Active Motif rep2  
 GSM5816029 A2a H3K27me3 Active Motif rep1  
 GSM5816030 A2a H3K27me3 Active Motif rep2  
 GSM5816031 A2a H3K27me3 Thermo Fisher rep1  
 GSM5816032 A2a H3K27me3 Thermo Fisher rep2  
 GSM5816033 D1 H3K27me3 Thermo Fisher rep1  
 GSM5816034 D1 H3K27me3 Thermo Fisher rep2  
 GSM5816035 D1 H3K27me3 Active Motif rep1  
 GSM5816036 D1 H3K27me3 Active Motif rep2

#### Genome browser session (e.g. [UCSC](#))

*Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.*

## Methodology

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | 2 replicates per cell type and antibody                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Sequencing depth        | ~3-20 Million reads per sample Described above                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Antibodies              | CnR: anti-H3K4me3 (Antibody 1: 1:50 dilution, Abcam, Ab8580 (Figure 2); Antibody 2: 1:50 dilution, Active Motif, 39159 (Supplemental Figure 2); Antibody 3: 1:50 dilution, Epicyphr, 13-0041), anti-H3K27me3 (Antibody 1: 1:100 dilution, Active Motif, 39055; Antibody 2: 1:100 dilution, Thermo Fisher, MA5-1198) or IgG (1:100; Epicyphr, 13-0042) CnR: anti-H3K4me3 (Antibody 1: 1:50 dilution, Abcam, Ab8580 (Figure 2); Antibody 2: 1:50 dilution, Active Motif, 39159 (Supplemental Figure 2); Antibody 3: 1:50 dilution, Epicyphr, 13-0041), anti-H3K27me3 (Antibody 1: 1:100 dilution, Active Motif, 39055; Antibody 2: 1:100 dilution, Thermo Fisher, MA5-1198) or IgG (1:100; Epicyphr, 13-0042) peaks |
| Peak calling parameters | H3K4me3 peaks were called using MACS2 72 with parameters: -f BAM -g mm -B --keep-dup all -q 0.01. H3K27me3 peaks were called using SICER 73 with the command: sicer -t inbam -c control -s mm10. H3K27me3 peaks with false discovery rate less than 0.01 were selected. Overlapped peaks were counted using HOMER mergePeaks function 74 and visualized by Upset plots 75. Fraction of reads in peaks was calculated using a custom Python script.                                                                                                                                                                                                                                                                |
| Data quality            | H3K27me3 peaks with false discovery rate less than 0.01 were selected.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |

Bowtie2 v2.1.0, STAR v2.7.1a, cufflinks v2.2.0, deepTools v3.5.0, HOMER v4.11, MACS2 v2.2.7.1, Samtools v0.1.19, Rv4.2.2,, Picard v2.23.4, SICER v2.0 The custom scripts for the analysis can be found at <https://github.com/HellerLAbears/lCuRuS>

How the deposited data were processed for this re-analysis (not part of the article)

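The samples were CnR libraries made after INTACT from A2a and D1 nuclei of mouse striatum. The series has 28 samples. The lists analysed here pool 8 of them, 2 replicates for each of 2 cell types and 2 marks, with the Abcam antibody against H3K4me3 and the Active Motif antibody against H3K27me3. For the D1 H3K27me3 samples the labels conflict, since the source name reads A2a and the title and cell type read D1. They were taken as D1, and every comparison of H3K27me3 between A2a and D1 rests on this. At *Adora2a*, *Drd2* and *Penk* the promoter islands of this list were 45.0, 7.80 and 23.8 kb long. The A2a list had none, 2.60 and 3.40 kb there. At *Drd1*, *Pdyn* and *Tac1* they were 1.80, 1.00 and 2.80 kb long, against 16.8, 39.6 and 61.0 kb in A2a. These marker genes argue against an A2a source, and once used for this they are no separate evidence. The other 20 samples (N2a cells, IgG and no-antibody controls and further antibodies) have no deposited list of their own and were not analysed here. The paper's text does not name the library used as the control of the H3K27me3 islands, so it can be among them. Expression, ChIP-seq, fraction of reads in peaks and signal tracks were not analysed here either.

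The authors mapped reads to mm10 with bowtie2 (version 2.1.0), kept those with a mapping quality of at least 20, removed duplicates with Picard (version 2.23.4) and selected inserts of 150 to 500 bp. H3K4me3 peaks were called by the authors with MACS2 (version 2.2.7.1) at a q-value threshold of 0.01, and the deposited values are a fold enrichment over the local background, which is a ratio within the pooled library, and a −log10 q-value. H3K27me3 islands were called by the authors with SICER (version 2.0) against a control, with a window of 200 bp, a gap of 600 bp and a false discovery rate threshold of 0.01. The deposited value of an island is the count of reads in it, without normalization. The quantile-normalized signal at *Egr3* comes from the paper's source data, where the authors give each replicate.

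The paper's reporting summary gives about 3000000 to 20000000 reads per sample. The depth of each library is not known from the lists, which do not hold library totals. A sum of reads over islands moves with the length called, so such sums are given with the length covered and the mean per kb. Peaks were ranked within their own list, as percentiles by −log10 q for H3K4me3 and by reads for H3K27me3. Fold enrichments and read counts of A2a and D1 set side by side are not normalized between the lists. Each list pools its replicates, so the lists give no spread between mice, no test of the lists compares cell types across mice, and intervals cover counting error only.

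Coordinates are those of the lists on mm10 (GRCm38), counted from 1. Genes were taken from GENCODE vM21, which has 55450 genes, 21951 of them protein-coding, over a genome of 2725521370 bp on chromosomes 1 to 19, X and Y. The A2a and D1 H3K4me3 lists held 36 and 69 peaks outside these chromosomes. They were kept in the lists and left out of circular shifts. Of these, 4 A2a and 3 D1 peaks lay on the mitochondrial genome, whose genes are part of the annotation. The TSS was the annotated 5′ end of a gene. The promoter ran from 2 kb upstream to 1 kb downstream, as in the paper, and a peak or island counted when it overlapped by at least 1 bp.

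Overlap was counted over regions merged from both lists, in the manner of HOMER mergePeaks. Chance overlap came from 1000 circular shifts within each chromosome. Shares have Wilson intervals at the 95% level. The mutually exclusive index was taken as the number of genes expected to carry both marks if they were independent, over the number observed, since the paper's text gives no formula. Its interval is that of the observed share, and the ratio of the indices was given an interval by 1000 bootstrap resamples of genes. Fisher's exact test (two-sided) describes the table of genes. The signal at *Egr3* was compared by an exact two-sided permutation test over 6 splits of the replicates.

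The genes named are all those the paper names for its ICuRuS profiles, the sex-linked genes *Xist*, *Uty*, *Ddx3y*, *Kdm5d* and *Eif2s3y*, and a set chosen by a rule. For each cell type and mark, the rule takes the 3 protein-coding autosomal genes with a promoter peak or island in that list and none in the other, by the largest value in the list. *Firre*, *Alb*, *Kdm5c*, *Kdm6a*, *Ddx3x*, *Eif2s3x*, *Sfxn1*, *Ebf1* and *Isl1* fall outside this rule and were chosen after values had been seen. *Erg4* was taken as *Egr4*, and 1 name in the paper's gene lists (*AC134224.3*) was not found in the annotation.

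The 14 results were recomputed under 75 alternatives. These changed the promoter window, the gene set, the TSS, the minimum overlap, the thresholds (−log10 q of at least 5, islands of at least 2000 bp), the numbers of peaks, the merging of islands within 5 kb and the unit of coincidence. The procedures were tested on simulated data. All 3000 simulated shared regions and all 1968 simulated promoter hits were recovered, and an index of 1 was recovered as 1.00 and one of 2 as 2.03. Computations used Python (version 3.11.15), numpy (version 2.4.6), scipy (version 1.17.1) and matplotlib (version 3.10.9).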

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

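The test on the percentiles of *Kdm5c*, *Kdm6a*, *Ddx3x* and *Eif2s3x* was set before its result was seen, and the test on their fold enrichments and the tests of depth in this part were chosen after the results had been seen.

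H3K4me3 peaks at sex-linked loci, which the paper does not report on, lay in one list and not in the other. The D1 list held 7 peaks on chromosome Y, 4 of them at the promoters of *Kdm5d*, *Eif2s3y*, *Uty* and *Ddx3y*. The A2a list held 2 peaks on chromosome Y, none at a promoter, and both lie near 3 D1 peaks at the far end of the chromosome, past 90743244. In A2a alone, a peak with a −log10 q of 135.5 lay at *Xist*, on chromosome X from 103480976 to 103483916. Inside *Firre*, on chromosome X from 50555744 to 50635321, 15 peaks were of A2a alone, with a −log10 q from 10.9 to 116. At the *Firre* promoter both lists had a peak. With a −log10 q of at least 5 required, the counts on chromosome Y stayed at 2 and 7.

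A difference in depth or signal between the H3K4me3 libraries is argued against by other peaks of the same strength. Of the 9812 autosomal D1 peaks at least as strong as the weakest one at those 4 chromosome Y genes, 99.98% were also in A2a, the longer list. Of the 5474 autosomal A2a peaks at least as strong as the one at *Xist*, 99.98% were also in D1. For each of the 15 peaks inside *Firre*, the 200 autosomal A2a peaks nearest in −log10 q were taken. From their shares in D1, 0.490 of the 15 peaks would be of A2a alone. For 14 of them at least 99.5% of these peaks were also in D1, and for the weakest, with a −log10 q of 10.9, 52.5% were, so depth stays open for that one.

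A difference in sex between the mice pooled in the H3K4me3 lists may account for the loci. X-linked genes that stay active on the inactive X would then be stronger in A2a. For *Kdm5c*, *Kdm6a*, *Ddx3x* and *Eif2s3x* the percentile was higher in A2a by a mean of 11.5 points, above that of 97.8% of 10000 random sets of other X-linked promoters. *Kdm6a* was higher by 36.0 points, and without it the mean was 3.29 points, above that of 56.4% of random sets. The other 3 promoters were already at percentiles from 87.6 to 97.1 in D1, near the top of the scale, so their percentiles decide nothing and the random sets were not matched for this. By fold enrichment, 3 of these genes were lower in A2a, *Kdm5c* at 7.096 against 9.31 in D1, *Ddx3x* at 5.18 against 6.78 and *Eif2s3x* at 10.6 against 12.6. *Kdm6a* was higher, at 4.55 against 4.11. The mean log2 ratio of A2a to D1 was -0.22, above that of 3.44% of random sets. Neither measure settles it, and a difference in sex stays open. The paper's methods state that mice of both sexes were allocated equally to groups and do not give the sex of each replicate. A biological difference between the cell types at these loci was not tested.

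In A2a alone, an H3K4me3 peak with a −log10 q of 431.7 lay inside *Alb*, a gene the paper does not discuss. The peak is 395 bp long, on chromosome 5 from 90475058 to 90475452, overlaps exon 14 and lies 14.2 kb downstream of the TSS. Its fold enrichment was 29.7 and it ranked 11 in the A2a list by −log10 q. A difference in depth or signal between the H3K4me3 libraries is argued against, since 100% of the 10 other A2a peaks at least as strong were also in D1. Neither list had an H3K4me3 peak at the *Alb* promoter. A strain or transgene sequence that maps there was not tested, nor was any biological explanation.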

How the results depend on the processing

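The alternatives in this part were set before the data were examined, and no test in it was chosen after its result was seen.

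Of the 75 alternatives run on 14 results, 49 left the value within its interval or within 1.5 times a count, and 26 moved it further. The 49 include equal numbers for the D1 bivalent genes, the D1 index and the D1 share of H3K4me3 peaks that overlap an island. Those could not move, since only the longer A2a lists were cut. No alternative reversed a direction between A2a and D1. The D1 index was above the A2a index in 9 of 9 settings, by a ratio from 1.09 to 1.18. The counts of bivalent genes, the counts of cocaine-activated genes and both sex checks stayed within their limits.

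With 50% of the shorter peak or island required to overlap, the shared regions came to 77.7% for H3K4me3 and 40.6% for H3K27me3, and with 50% of the H3K4me3 peak required to overlap an H3K27me3 island, the share of such peaks was 14.2% in A2a and 8.20% in D1. With islands of at least 2000 bp, 40.2% of H3K27me3 regions were shared, and 14.6% of A2a and 8.42% of D1 H3K4me3 peaks overlapped an island. With equal numbers of the strongest peaks and islands in both cell types, the shared regions were 82.3% for H3K4me3 and 45.3% for H3K27me3, the shared bivalent genes were 56.5%, and 13.8% of A2a peaks overlapped an island. As a percent of the A2a list, 82.3% of peaks and 52.3% of islands were shared. With islands within 5 kb merged, 45.6% of H3K27me3 regions were shared.

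With protein-coding genes only, the index was 1.32 in A2a and 1.53 in D1, a ratio of 1.16. With a −log10 q of at least 5, it was 1.38 in D1, a ratio of 1.16, and the shared bivalent genes were 49.2%, below 50% where the reported share was above it. With the TSS of any annotated transcript, the index was 1.07 in A2a and 1.17 in D1. On autosomes only, it was 1.24 in A2a. Counted over base pairs of the genome, it was 0.940 in A2a, on the other side of 1, and 1.11 in D1, a ratio of 1.18. Apart from the percent of the A2a list, which by construction has a smaller denominator, the cause was not tested.

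No paired analysis was possible because each list pools both replicates, although the labels give the groups the same replicate numbers. For the same reason, leaving out a replicate was not possible. The depth of each library is not known from the lists, which limits any comparison of read counts or of list lengths between A2a and D1.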

Differences from the paper's values

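The paper's mutually exclusive index in D1 is about 2.4 in Fig. 4C, read by eye, and the value here was 1.31. None of the alternatives set before the data were examined closed the gap. The nearest was the index over protein-coding genes only, at 1.53, and the farthest was the index over base pairs, at 1.11. The paper's index in A2a is about 1.6 in Fig. 4C, read by eye, and the value here was 1.17, within 1.5 times of it. No alternative reached the paper's value there either, and the highest was 1.32, over protein-coding genes only.

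The paper states that the majority of H3K27me3 peaks were in both A2a and D1. Here 42.8% of merged regions and 52.3% of the A2a islands were in both, so the share is a majority of the A2a islands and not of the merged regions. Of the D1 islands, 78.7% were also in A2a. The paper's text gives overlap shares as those between ICuRuS and published ChIP-seq, and the legend of the same panels gives them as A2a against D1. The shares here are of A2a against D1.

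The paper states that *Tac1* lacks a broad H3K27me3 domain in A2a and D1. The A2a list here held an island of 61.0 kb over *Tac1* with 9144 reads, and the D1 list one of 2.80 kb. Elsewhere the paper reports less H3K27me3 at *Tac1* in D1 than in A2a, which is the direction of these islands. The paper also groups *Nr4a3* with the genes that have no difference between cell types. There the A2a list held an island of 384 reads that reached the *Nr4a3* promoter, and the D1 list held none.

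The paper states that H3K4me3 is depleted at *Neurod6* in D1. Here the D1 list held an H3K4me3 peak at its promoter, at percentile 19.8, and the A2a list held none. The paper states that H3K27me3 is depleted at *Oprk1* in A2a. Here the A2a list held an island with 168 reads at its promoter, and the nearest D1 island was 188.1 kb away. *Homer1*, among the genes the paper describes as carrying H3K4me3, had no peak at its annotated 5′ end in either list. It had one in both with the TSS of any annotated transcript or with a promoter of 5 kb on each side.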

Other observations

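Each test of an explanation in this part was set before its result was seen.

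More H3K4me3 peaks and H3K27me3 islands were called in A2a than in D1, by ratios of 1.12 and 1.32. The regions of A2a alone were weak in its lists, with a median percentile of 12.0 for H3K4me3, against 58.8 for shared peaks, and of 33.7 for H3K27me3, against 68.9 for shared islands. The regions of D1 alone were weak in its lists too, with a median percentile of 8.88 for H3K4me3, against 52.6, and of 30.3 for H3K27me3, against 57.4. Weak regions of their own were thus found in either list, and this test does not separate a difference in depth or signal between the libraries behind the lists from other explanations. It cannot be told apart from a biological difference between the cell types, which was not tested, since the depth of each library is not known. The paper itself proposes technical sources for its global differences.

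The higher mutually exclusive index in D1 was tested against the lower number of peaks and islands called there. With equal numbers of the strongest peaks and islands, the ratio of the D1 to the A2a index was 1.106, with an interval from 1.07 to 1.14, so the number called does not by itself account for the difference. The strength of the weakest peaks kept in each list was not matched, and no biological explanation was tested.

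The H3K4me3 peaks at the Cre driver genes *Adora2a* and *Drd1* ranked higher in the matching cell type, by 37.2 and 39.5 percentile points. The *Drd1* gap is that of the peaks in the window. A stronger A2a peak inside the gene, within the stretch of the D1 peak, ranked at percentile 16.3. Extra copies of the driver gene region in the Cre transgene cannot be told apart from a difference in the mark. Within 100 kb of *Adora2a*, 0 other promoters had a peak in both lists. Near *Drd1* there was 1, *Sfxn1*, which ranked at percentile 49.6 in D1 and 51.9 in A2a, and the extent of the transgene is not given in the paper's text.

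The share of H3K27me3 islands on chromosome X was 0.881% in A2a and 0.573% in D1, a ratio of 1.54. The same ratio ranged from 0.920 to 1.29 over the 19 autosomes. Whether the mice pooled for A2a and for D1 differ in sex cannot be told apart from other sources of this difference. The H3K4me3 lists differ at *Xist*, *Firre* and genes of chromosome Y, and the share of H3K4me3 peaks on chromosome X had a ratio of 1.02, within the range over autosomes of 0.958 to 1.04. The A2a H3K27me3 list, which has the larger X share, holds 1 island on chromosome Y, from 808401 to 810600 with 123 reads, and the D1 list holds 0. The replicates behind the H3K4me3 and H3K27me3 lists need not be the same mice. In both lists islands were sparser on chromosome X, at 3.10 per Mb in A2a and 1.53 per Mb in D1, than on any autosome, where the lowest densities were 12.0 and 7.47 per Mb.

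By the rule set for naming genes, the H3K4me3 promoters of A2a alone (543 genes) were led by *Acot3*, *Spatc1* and *Eps8l1*, with fold enrichments of 12.0, 9.37 and 8.79. Those of D1 alone (32 genes) were led by *Rps10*, *Tmed9* and *Pla2g2c*, with 10.0, 6.07 and 5.18. The H3K27me3 promoters of A2a alone (1592 genes) were led by *Tsen15*, *Cplx4* and *Fam160a1*, with 8839, 5755 and 5588 reads, and those of D1 alone (218 genes) by *Rapgef2*, *Adora2a* and *Ankk1*, with 8349, 4153 and 1605 reads. At *Acot3*, *Spatc1*, *Rps10*, *Tmed9*, *Tsen15*, *Cplx4*, *Fam160a1* and *Rapgef2*, the peak or island overlapped one of the other list outside the promoter window. At *Eps8l1*, *Pla2g2c*, *Adora2a* and *Ankk1* it overlapped none.

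Among the strongest H3K4me3 peaks of D1 alone, beside those on chromosome Y, were peaks at *Ebf1* on chromosome 11, with a −log10 q of 42.2 for one that reached the promoter and 39.0 for one inside the gene. The A2a list held no H3K4me3 peak at *Ebf1*. H3K27me3 islands lay at its promoter and along the gene in both lists, and the promoter island was 70.8 kb long with 10008 reads in A2a and 1.40 kb long with 61 reads in D1. At *Isl1* on chromosome 13, both lists held an H3K4me3 peak, and the H3K27me3 island was 31.2 kb long in A2a and 5.80 kb long in D1. These genes were chosen after their values were seen, and no explanation was tested.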
